# *Trichoderma reesei* meiosis generates segmentally aneuploid progeny with higher xylanase-producing capability

**DOI:** 10.1186/s13068-015-0202-6

**Published:** 2015-02-25

**Authors:** Yu-Chien Chuang, Wan-Chen Li, Chia-Ling Chen, Paul Wei-Che Hsu, Shu-Yun Tung, Hsiao-Che Kuo, Monika Schmoll, Ting-Fang Wang

**Keywords:** *Trichoderma reesei*, *Hypocrea jecorina*, Genome evolution, Aneuploidy, Sexual development, Meiosis, Xylanase, Conidia pigmentation, Lignocellulosic biomass

## Abstract

**Background:**

*Hypocrea jecorina* is the sexual form of the industrial workhorse fungus *Trichoderma reesei* that secretes cellulases and hemicellulases to degrade lignocellulosic biomass into simple sugars, such as glucose and xylose. *H. jecorina* CBS999.97 is the only *T. reesei* wild isolate strain that is sexually competent in laboratory conditions. It undergoes a heterothallic reproductive cycle and generates CBS999.97(1-1) and CBS999.97(1-2) haploids with *MAT1-1* and *MAT1-2* mating-type loci, respectively. *T. reesei* QM6a and its derivatives (RUT-C30 and QM9414) all have a *MAT1-2* mating type locus, but they are female sterile. Sexual crossing of CBS999.97(1-1) with either CBS999.97(1-2) or QM6a produces fruiting bodies containing asci with 16 linearly arranged ascospores (the sexual spores specific to ascomycetes). This sexual crossing approach has created new opportunities for these biotechnologically important fungi.

**Results:**

Through genetic and genomic analyses, we show that the 16 ascospores are generated via meiosis followed by two rounds of postmeiotic mitosis. We also found that the haploid genomes of CBS999.97(1-2) and QM6a are similar to that of the ancestral *T. reesei* strain, whereas the CBS999.97(1-1) haploid genome contains a reciprocal arrangement between two scaffolds of the CBS999.97(1-2) genome. Due to sequence heterozygosity, most 16-spore asci (>90%) contain four or eight inviable ascospores and an equal number of segmentally aneuploid (SAN) ascospores. The viable SAN progeny produced higher levels of xylanases and white conidia due to segmental duplication and deletion, respectively. Moreover, they readily lost the duplicated segment approximately two weeks after germination. With better lignocellulosic biomass degradation capability, these SAN progeny gain adaptive advantages to the natural environment, especially in the early phase of colonization.

**Conclusions:**

Our results have not only further elucidated *T. reesei* evolution and sexual development, but also provided new perspectives for improving *T. reesei* industrial strains.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13068-015-0202-6) contains supplementary material, which is available to authorized users.

## Background

Meiosis is a special type of cell division that gives rise to genetic diversity in sexually reproductive organisms. Programmed DNA double-strand breaks (DSBs) are spontaneously generated throughout the genome by the meiosis-specific Spo11 endonucleases in many organisms, such as yeast and mice [1]. In some fungi (for example, *Neurospora crassa* and *Coprinus cinereus*) meiotic DSBs are also induced via Spo11-independent mechanisms [2,3]. Both Spo11-dependent and Spo11-independent DSBs are repaired robustly by error-free homologous recombination to ensure genomic stability and accurate segregation of homologous chromosomes.

Previous studies also revealed that infertile or abnormal meiotic products are generated in some fungi [4]. For example, several fungi carry spore-killing meiotic drive elements [5], including *Neurospora sitophila*, *Neurospora intermedia*, *Podospora anserina*, and *Cochliobolus heterostrophus*. Recently, two Spore killer elements (*Sk-2* and *Sk-3*) were reported to be located near a chromosome rearrangement site in *Neurospora crassa* [6]. It is still unclear whether chromosome rearrangement can cause meiotic drive. The molecular mechanism of the Spore killer in *Neurospora crassa* is still a mystery. Plant pathogenic fungi, for example, *Mycosphaerella graminicola* (anamorph *Septoria tritici*) and *Nectria haematococca* mating population VI (anamorph *Fusarium solani*), generate ascospores containing “extra” chromosomes, termed “conditionally dispensable” chromosomes [7-11]. In the human fungal pathogen *Cryptococcus neoformans*, a large segmental duplication occurs during meiosis via telomere-telomere fusion and chromosomal translocation between two different chromosomes [12,13]. The hybrid infertility of two closely related *Schizosaccharomyces* strains (*S. pombe* and *S. kambucha*) resulted from the chromosome rearrangement of their genomes [14]. Therefore, genome heterozygosity may be a cause of the production of segmental aneuploidy (SAN) and whole chromosome aneuploidy (WCA) ascospores in fungal meiosis.

SAN and WCA are often deleterious for survival due to the altered gene dosage [15]. However, they sometimes provide benefits in fitness to cells under stress; for instance, the *SUL1* gene is amplified in budding yeast cells cultured in sulfate-depleted medium for generations [16]. Budding yeast cells also exhibit SAN or WCA after being cultured at high temperature for over 490 generations [17] or when continuously cultured in copper-containing medium [18]. Notably, these strains readily exhibit return to euploidy (RTU) after the relief of stress-inducing conditions, indicating that genome plasticity is an adaptive strategy to gain transient advantages [15-18].

*Trichoderma* is a genus of ascomycete fungi that is present in soils and in other diverse habitats [19]. These fungi are beneficial symbiotic partners for plants, particularly crops. *Trichoderma* spp. secrete cellulases and hemicellulases that degrade β-glucan and xylan, the key structural components of lignocellulosic biomass, to produce glucose and xylose, respectively. Several cellulase-overproducing mutants (such as RUT-C30 and QM9414) derived from the *Trichoderma reesei* QM6a isolate have been widely used in industrial applications [20-23]. Due to multiple rounds of chemical and/or physical mutagenesis, the genomes of these hypersecretion mutants have numerous mutations, deletions, and DNA rearrangements [20,24,25]. Currently, the major bottleneck of lignocellulosic biomass degradation is enzyme cost, and these industrial strains secrete less xylan-degrading hemicellulases than β-glucan-degrading cellulases. *T. reesei* is the anamorph of the pantropical ascomycete *Hypocrea jecorina* [26]*.* The *H. jecorina* CBS999.97 wild isolate undergoes a heterothallic reproductive cycle, generating CBS999.97(1-1) and CBS999.97(1-2) haploids with *MAT1-1* and *MAT1-2* mating-type loci, respectively. QM6a has a *MAT1-2* mating type locus, but it is female sterile. Sexual crossing of the CBS999.97(1-1) haploid with the CBS999.97(1-2) haploid or QM6a(1-2) yields fruiting bodies that contain asci with 16-part ascospores [27]. This sexual crossing approach has opened up new perspectives for these biotechnologically important fungi.

Here, we report that there is a reciprocal exchange (*re*) between two scaffolds in CBS999.97(1-1) compared with other *Trichoderma* wild isolates. Herein, the two CBS999.97 haploid strains and QM6a are referred as to as CBS999.97(1-1, *re*), CBS999.97(1-2, *wt* [*wild type*]), and QM6a(1-2, *wt*), respectively. Due to genome heterozygosity, sexual crossing of CBS999.97(1-1, *re*), CBS999.97(1-2, *wt*), or QM6a(1-2, *wt*) frequently generated equal numbers of inviable and viable SAN ascospores.

## Results

### The 16 ascospores in *T. reesei* asci are generated via meiosis followed by two rounds of postmeiotic mitosis

CBS999.97 is the only *T. reesei* wild isolate strain that is sexually competent in laboratory conditions [27]. Sexual crossing of CBS999.97(1-1, *re*) with CBS999.97(1-2, *wt*) or QM6a (1-2, *wt*) yields fruiting bodies containing asci with 16 ascospores (that is, hexadecads). To reveal the molecular mechanism of *T. reesei* sexual development, we applied the yeast tetrad dissection technique to sequentially separate the 16 ascospores from an ascus (Figure 1A). Each ascospore was individually cultured, and the spore viability, colony morphology, and colony color were determined (Figure 1B and 1C). Genomic PCR genotyping (Additional file 1: Figure S1 and Additional file 2: Table S1) of all 16 ascospores from one hexadecad (Figure 1B, III) further revealed that each hexadecad was classified into four linearly arranged groups, and each group contained four genetically indistinguishable ascospores. Finally, by staining the developing asci with 4',6-diamidino-2-phenylindole (DAPI), we also visualized two meiotic divisions and two further mitotic divisions (Additional file 3: Figure S2). Together, these results indicate that the 16 ascospores are generated via meiosis followed by two rounds of postmeiotic mitosis.

**Figure 1:**
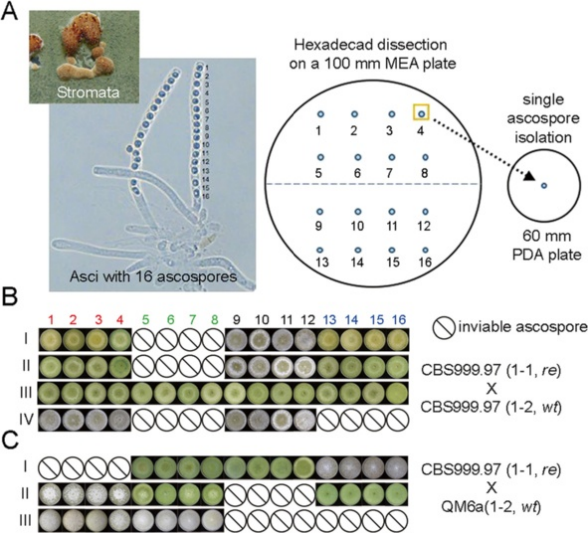
**Hexadecad dissection. (A)** Upper panel, stromata; lower panel, developing asci of which two contain 16 ascospores. Each ascospore is numbered according to its order in the ascus. Sixteen ascospores from a hexadecad were sequentially separated and grown on individual 100-mm malt extract agar (MEA) plates. A single colony from one ascospore was isolated and transferred individually to a 60-mm potato dextrose agar (PDA) plate to determine the spore viability, spore color, and colony morphology. **(B-C)** Ascospore phenotype of hexadecads from the sexual crossing of the wild isolate CBS999.97(1-1, *re*) with CBS999.97(1-2, *wt*) (n ≥ 20) or QM6a(1-2, *wt*) (n ≥ 10). Hexadecads were grown in constant darkness. Sixteen single-ascospore colonies were aligned sequentially according to the ascospore order. The inviable ascospores are indicated by a black circle with a cross.

### The CBS999.97 wild isolate frequently generates abnormal sexual progeny

QM6a(1-2, *wt*), CBS999.97(1-2, *wt*), and CBS999.97(1-1, *re*) all propagate mycelia and produce green conidia (that is, asexual spores). We found that sexual crossing of CBS999.97(1-1, *re*) with CBS999.97(1-2, *wt*) (Figure 1B) or QM6a(1-2, *wt*) (Figure 1C) often yielded hexadecads (>90%) with abnormal ascospores. The majority of the hexadecads (>80%, n ≥ 30) contained only 12 viable ascospores: eight of them germinated and then produced green conidia, whereas the other four produced white conidia (Figure 1B, I and II). The inviable ascospores were unable to germinate. Only approximately 10% of hexadecads could generate 16 viable ascospores, and these ascospores germinated and produced green conidia (Figure 1B, III). Finally, the remaining approximately 9% of the hexadecads produced eight inviable ascospores as well as an equal number of viable, white-conidia ascospores (Figure 1B, IV).

The *T. reesei* v2.0 database (Department of Energy, Joint Genome Institute, USA) of the QM6a(1-2, *wt)* genome comprises 89 scaffolds and 97 contigs [25]. Using several commercially available cell-wall digesting enzymes (such as β-glucanase, Driselase, and lyticase), we were unable to prepare intact CBS999.97 and QM6a chromosomes for clamped homogeneous electric field (CHEF) gel electrophoresis. Novozyme 234 was previously used to prepare *Trichoderma* protoplasts [28] and intact chromosomes for CHEF analysis [29,30], but it has not been commercially available since 2000 [31]. Instead, we applied the microarray-based comparative genomic hybridization (aCGH) technique to identify genome-wide gene copy-number variation. 

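In aCGH, genomic DNA of a test strain and of a reference strain is labelled with different dyes and hybridized to the same oligonucleotide array. The ratio of both signals at a probe then measures the copy number of its sequence relative to the reference. The arrays analysed here are those of the 16 ascospores of ascus III (Figure 1B), with 1 array per ascospore. Table S5 lists ascospores 1 to 4 as CBS999.97(1-1, *wt*), ascospores 5, 7 and 8 as CBS999.97(1-1, *re*), ascospores 9 to 12 as CBS999.97(1-2, *wt*), and ascospores 13 to 16 as CBS999.97(1-2, *re*). Table S5 lists ascospore 6 as CBS999.97(1-1, *wt*), whereas the text's 4 linear groups of 4 genetically indistinguishable ascospores would make it *re*, and it was left out of comparisons of *re* with *wt*. These are Agilent arrays with the progeny DNA in Cy5 and the wild-type reference DNA in Cy3, whereas the paper's methods describe NimbleGen arrays with the test DNA in Cy3 and the reference DNA in Cy5. Each array held 60009 spots, of which 1319 were controls and 58690 were probes. The authors' scanner software, Feature Extraction, subtracted the background from both signals, removed trends over the array by its own detrending, and scaled the dyes with a linear normalization, and these processed intensities were the starting point. The median background-subtracted progeny signal was between 3202 and 4654 on the *MAT1-1* arrays and between 3629 and 4766 on the *MAT1-2* arrays. The median reference signal was between 1019 and 1139 and between 989.3 and 1104, respectively. No probe was saturated, and per array at most 1 probe in the reference and 3 in the progeny were not well above background. Between 14 and 130 probes per array carried an outlier flag and were left out of that array. The log2 ratio of progeny over reference was centred on the median of each array, so a change in the ploidy of the whole genome could not be seen. A probe was counted as gained at 1.5 copies or more (a log2 ratio of 0.58) and as lost at 0.5 copies or fewer (a log2 ratio of -1). In a haploid genome, 1 extra copy gives a log2 ratio of 1. The probes carry design numbers without a gene or a position, and 0 of their names matched the 9116 genes of the reference gene table, so no probe was placed on a scaffold and values are given over all probes. The 8 *MAT1-1* arrays lay on 1 slide and the 8 *MAT1-2* arrays on another, and each linear group of 4 filled 1 row of arrays on its slide, so mating type and slide cannot be told apart, nor can linear group and row. With 1 array per ascospore, the precision of a group value is limited by the number of ascospores.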

Comparing the aCGH data between the two CBS999.97 parental haploid strains, their genome-wide gene copy numbers seemed to be equivalent, suggesting that both strains are euploid (Figure 2A). We then used the CBS999.97(1-2, *wt*) as the reference genome in further analyses. 

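The paper shows ascospores 1, 5, 9, and 13 of ascus III in Figure 2B as representative and gives no reason for this choice among the 16 ascospores. The middle 99% of probes lay between 0.756 and 1.34 copies in ascospore 1, between 0.782 and 1.31 copies in ascospore 5, between 0.781 and 1.30 copies in ascospore 9, and between 0.788 and 1.28 copies in ascospore 13. Probes past the gain threshold numbered 34, 26, 21, and 6 in ascospores 1, 5, 9, and 13, respectively (21.8 ± 11.8, SD, n = 4). Probes past the loss threshold numbered 15, 17, 0, and 0 in the same ascospores. Over all 16 ascospores, the middle 99% of probes lay within 0.745 and 1.35 copies. The number of probes past the gain threshold was 22.8 ± 11.5 (SD, n = 16), with a median of 23. Among the 12 ascospores not shown, the number gained was 40 in ascospore 2, 42 in ascospore 3, 24 in ascospore 4, 16 in ascospore 6, 26 in ascospore 7, 22 in ascospore 8, 27 in ascospore 10, 17 in ascospore 11, 7 in ascospore 12, 37 in ascospore 14, 13 in ascospore 15, and 7 in ascospore 16. The number lost was 15 in ascospores 2, 3, 4, and 8, 14 in ascospores 6 and 7, and 0 in ascospores 10, 11, 12, 14, 15, and 16.

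**Figure D1:**
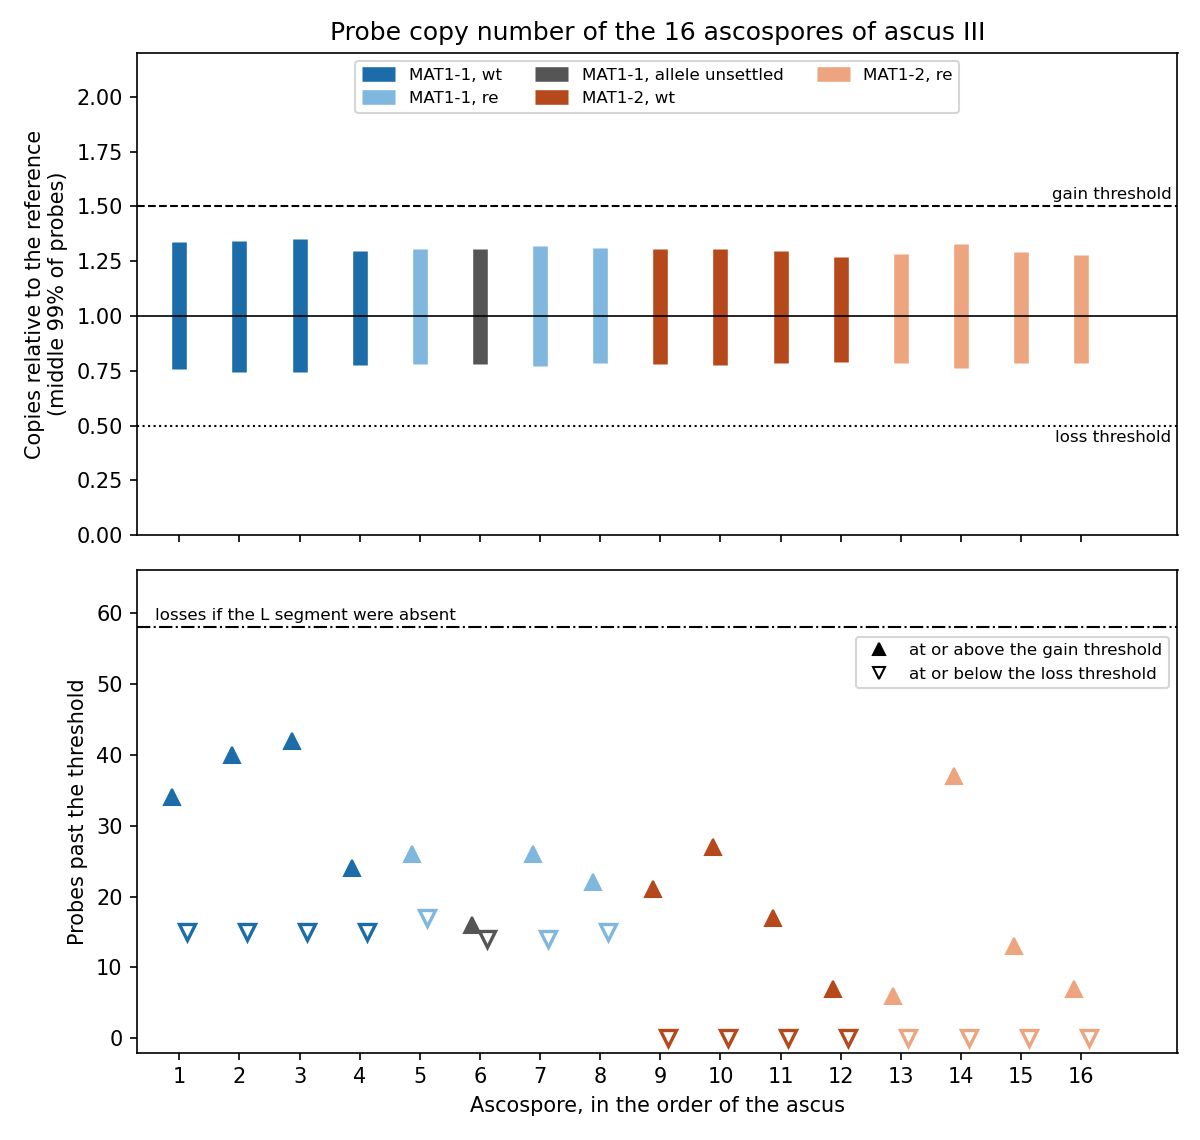
Copy number of the probes in the 16 ascospores, in the order of the ascus and coloured by mating type and allele. The upper panel gives the range of copies relative to the reference that holds the middle 99% of probes, with the thresholds at 1.5 and 0.5 copies as dashed and dotted lines, and all ranges stay between them. The lower panel gives the number of probes past the gain threshold (filled triangles, 6 to 42) and past the loss threshold (open triangles, 0 to 17), and the dash-dotted line marks the 58 losses that absence of the L segment would give.

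These counts were set against the segments whose copy number the paper finds changed in other ascospores, a duplicated D segment of 157 genes (the sum of the paper's counts for scaffolds 27, 28, and 36, while elsewhere it gives at least 113 genes) and a missing L segment of 9 annotated genes. If the probes were spread evenly over the paper's 9143 genes, the D segment would hold 1008 probes (725 with 113 genes) and the L segment 58 probes. When 1 extra copy was simulated as a log2 shift of 1 for 1008 probes drawn at random from each array, between 1002 and 1008 of them passed the gain threshold, and 58 of 58 simulated losses of 2 on the log2 scale passed the loss threshold. Both shifts are far larger than the spread of the probes, so this outcome follows from the shifts chosen. A smaller shift was not simulated, and no array analysed here has a known gain of the D segment. At the thresholds of 1.5 and 0.5 copies, fewer probes were gained and fewer were lost in each of the 16 ascospores than these segments would give. The gain count moved most with thresholds at a log2 ratio of 0.3 in either direction, which are well inside the spread of the probes and gave a median of 882 gained probes per ascospore. At 0.3, 0 of the 16 ascospores had both fewer gains and fewer losses than the segments would give. The counts therefore do not bear on a segment whose log2 ratio on the arrays stays short of the main thresholds. Of the 96 probes past the gain threshold in at least 1 ascospore, 36 were past it in both mating types. A gain carried by only some of the 4 linear groups would lie above the lowest of the group medians, and per ascospore at most 2 of the gained probes lay above it by the gain threshold or more. Over all ascospores these were 4 probes, 1 of them in all 8 *MAT1-1* and in 0 *MAT1-2* ascospores.

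The losses followed the mating type, and so also the slide. In all, 15 probes were past the loss threshold in each of the 8 *MAT1-1* ascospores in which they were measured and in 0 of the 8 *MAT1-2* ascospores, with 1 spot left out in ascospore 6 and 1 in ascospore 7. The number of lost probes per ascospore was 15.0 ± 0.926 (SD, n = 8) in *MAT1-1* and 0 in *MAT1-2* (two-sided exact permutation test, p = 0.000155, the smallest p that 8 ascospores against 8 allow). This test counts each ascospore as independent. The paper gives the ascospores of a linear group as genetically indistinguishable, so this p does not extend to independent products of meiosis. The log2 ratios of the 15 probes were between -8.44 and -1.81 in the *MAT1-1* ascospores and between -0.25 and 0.26 in the *MAT1-2* ascospores. The median over these probes was -3.41 ± 0.04 (SD, n = 8) in *MAT1-1* and -0.02 ± 0.02 (SD, n = 8) in *MAT1-2*. Among the probes with the largest falls, one had a log2 ratio of -7.03 ± 0.76 (SD, n = 8) in *MAT1-1* and 0.23 ± 0.03 in *MAT1-2* (adjusted p = 3.34e-17 from limma with Benjamini-Hochberg adjustment). Another fell from -0.08 ± 0.02 in *MAT1-2* to -6.71 ± 0.40 in *MAT1-1* (adjusted p = 4.03e-22 from limma). Their progeny signals were well above background on 1 and on 5 of the 8 *MAT1-1* arrays, respectively, so the sizes of both falls and their order are set by the background. The other 2 losses were on neighbouring spots of ascospore 5 alone, where the reference signal was above the probe's median by 3.08 and 2.74 on the log2 scale. The progeny signal was not lowered there but raised as well, by 0.98 and 0.63.

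**Figure D2:**
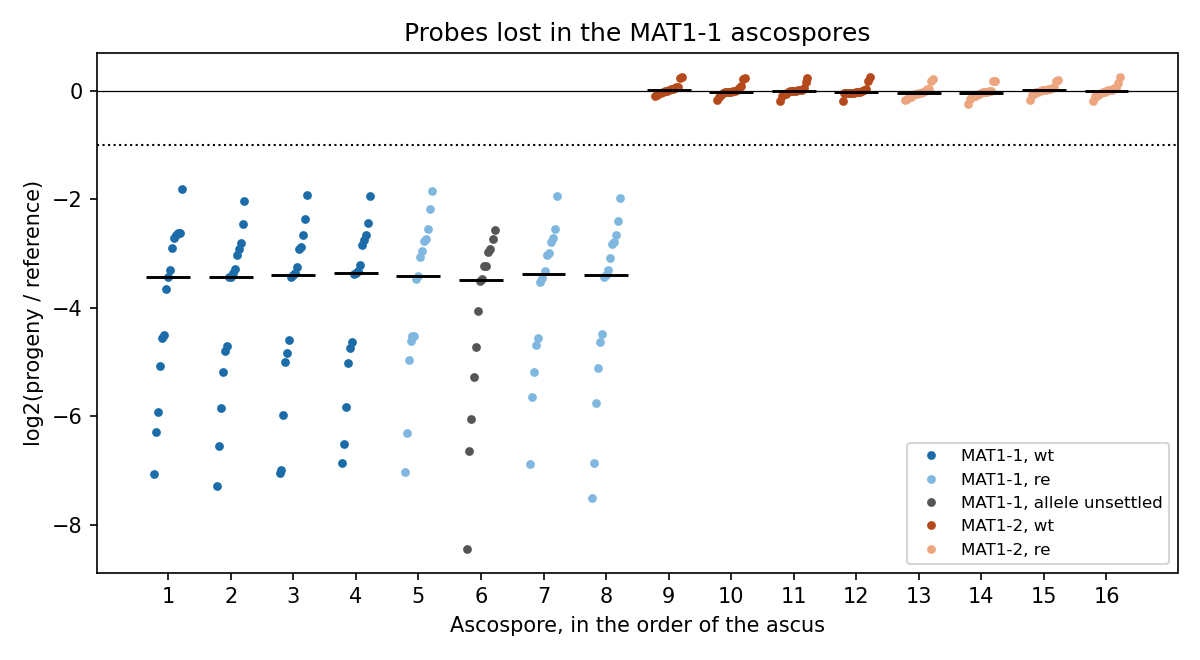
Log2 ratio of progeny over reference of the 15 probes lost in the *MAT1-1* ascospores, with 1 point per probe and a black bar at the median of each ascospore. The dotted line is the loss threshold of -1, and the points of ascospores 1 to 8 lie between -8.44 and -1.81, below those of ascospores 9 to 16.

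The paper's reasoning starts from the parental strains, which it proposes to be euploid because their gene copy numbers seemed equivalent (Figure 2A), and it then reads the copy number of each ascospore against that of the CBS999.97(1-2, *wt*) reference. The labels of these arrays name the reference only as the parental wild type.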

The ascospores with green-conidia phenotype were all euploid (Figure 2B and D). Notably, all white-conidia progeny generated from either the eight viable ascospore hexadecad (Figure 2C) or the 12 viable ascospore hexadecad (Figure 2D) were SAN with a copy gain within scaffold 27 (130 genes and about 431 kb), the 3′ terminus of scaffold 28 (12 genes, about 40 kb), and the 5′ terminus of scaffold 36 (15 genes, about 52 kb) (Additional file 4: Figure S3A). This approximately 523-kb duplicated region was referred to as the “duplicated (D) segment” (Figure 3).

**Figure 2:**
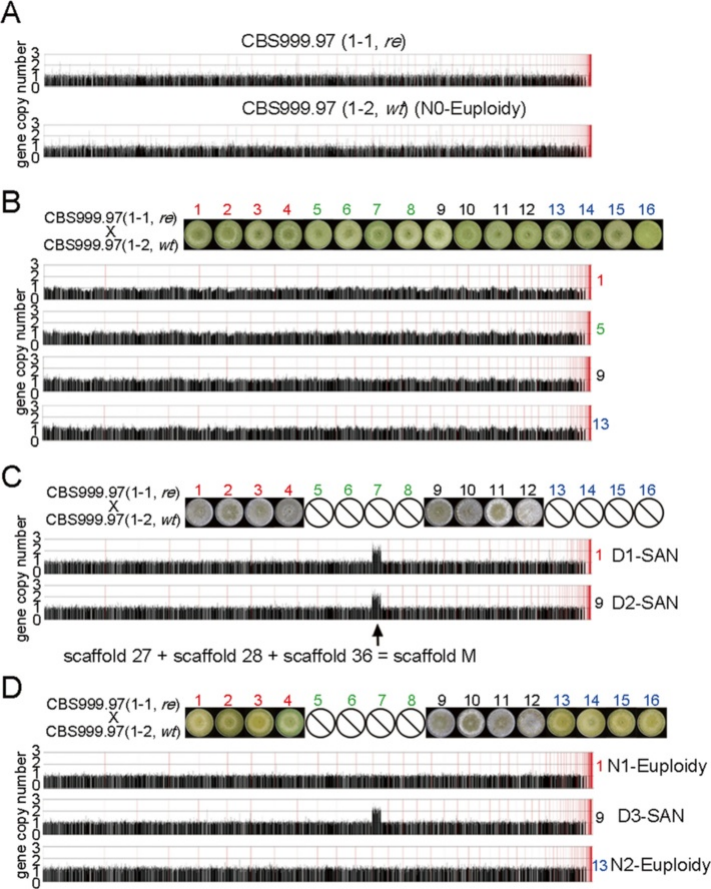
**aCGH. (A)** Gene copy number of the two parental wild isolate haploids. CBS999.97(1-2, *wt*) genomic DNA was used as a reference to measure DNA copy number changes of CBS999.97(1-1, *re*) and *vice versa*. Each line in the histogram represents one oligonucleotide and its position in the CBS999.97(1-2, *re*) and CBS999.97(1-2, *wt*) genomic sequence. The CBS999.97(1-2, *wt*) genome, such as that of QM6a(1-2, *wt*) [25], comprises 89 scaffolds. Moreover, three contiguous scaffolds (27, 28, 36) were reassembled into a much larger scaffold, scaffold M. The length of scaffold M is slightly shorter than that of scaffold 11. Normalized means of gene copy number for the oligonucleotides covering the 87 scaffolds are shown. The 87 scaffolds are ordered from left to right according to their length. **(B)** Gene copy number of four representative ascospores (numbers 1, 5, 9, and 13) of asci III (Figure 1B) with 16 viable ascospores. **(C)** Gene copy number of two representative ascospores (numbers 1 and 9) of asci IV (Figure 1B) with eight inviable ascospores. **(D)** Gene copy number of two representative ascospores (numbers 1, 9, and 13) of asci I (Figure 1B) with 12 inviable ascospores. The three strains with duplicated segments (D1-SAN, D2-SAN, and D3-SAN) and the three euploid control strains (N0-Euploidy, N1-Euploidy, and N2-Euploidy) are also indicated.

**Figure 3:**
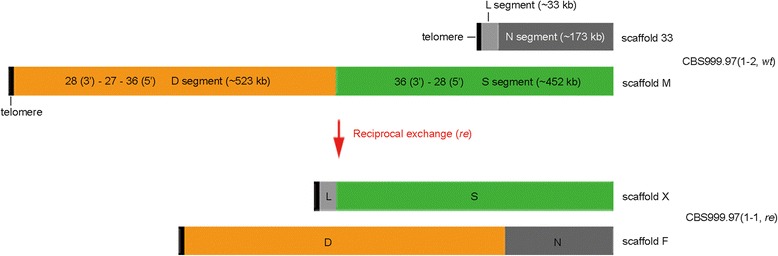
**Reciprocal exchange between scaffold M and scaffold 33.** Scaffold M and scaffold 33 in CBS999.97(1-2, *wt*), and scaffold F and scaffold X in CBS999.97(1-1, *re*). Organization and length of the four segments (L, N, D, and S) in these four scaffolds are indicated.

Deep sequencing of the CBS999.97(1-2, *wt*) genome (http://bc.imb.sinica.edu.tw/~lab229/Text_file_T1-4.rar) and genomic PCR analyses (Additional file 4: Figures S3B and S3C) revealed that three scaffolds (27, 28, and 36) were contiguous segments and were together referred to as scaffold “M” (Figure 2C and Figure 3). Accordingly, we further referred to the about 452-kb unduplicated region of scaffold M as the “single (S) segment” (Figure 3). Genomic PCR and sequencing results also revealed that a repeated hexanucleotide sequence TTAGGG, which is the telomeric repeat of QM6a(1-2, *wt*) [25], is connected to the 3′ terminus of scaffold 28. This finding provides evidence that the telomere is located near the 5′ terminus of scaffold M (Figure 3).

### Identification of the chromosome rearrangement region in CBS999.97 wild isolate strains

The ascospore phenotype of our study seemed to be similar to that of the hybrid infertility of *S. pombe* and *S. kambucha* [14]. Zanders *et al.* indicated that chromosome rearrangement leads to genome heterozygosity of the two closely related haploid strains, and the meiotic recombination between the two homoeologous chromosomes generates both inviable and viable SAN progeny [14]. Our aCGH results also supported this conclusion. The duplication of the D segment in the viable SAN ascospores apparently resulted from a chromosome rearrangement region located in the second intron of a novel gene (ID 112288; scaffold 36:54323-54324 bp) (Additional file 5: Figure S4A). Additional PCR and sequencing analysis showed that, compared to QM6a(1-2, *wt*) [25], the first intron of 112288 was deleted in both CBS999.97(1-2, *wt*) (Additional file 5: Figure S4A) and CBS999.97(1-1, *re*) (Additional file 5: Figure S4B). Moreover, compared with the genomes of CBS999.97(1-2, *wt)* and QM6a(1-2, *wt*), a large chromosome translocation was found at this region of the CBS999.97(1-1, *re*) genome: (1) the 5′ terminus of scaffold 33 (1-33,249 bp; referred to as the “L” segment) links the S segment of scaffold M to form a new scaffold “X” in CBS999.97(1-1, *re*); and (2) the 3′ terminus of scaffold 33 (33,250-207,997 bp, referred to as the “N” segment) and the D segment of scaffold M physically link and form a new scaffold “F” in CBS999.97(1-1, *re*) (Figure 3, (http://bc.imb.sinica.edu.tw/~lab229/Text_file_T1-4.rar) and Additional file 5: Figure S4B).

### Genome heterozygosity is responsible for the production of SAN ascospores

To confirm whether this reciprocal exchange (*re*) allele is the cause of meiotic drive segmental duplication, we identified two new haploids, CBS999.97(1-1, *wt*) and CBS999.97(1-2, *re*), from the offspring of the two parental haploids, CBS999.97(1-1, *re*) and CBS999.97(1-2, *wt*) (Additional file 1: Figure S1, Additional file 5: Figure S4C and S4D). We found that all 16 ascospores generated from sexually crossing CBS999.97(1-1, *re*) with CBS999.97(1-2, *re*) or CBS999.97(1-1, *wt*) with CBS999.97(1-2, *wt*) were viable. In addition, they all germinated to form mycelia with green conidia (Table 1). These results indicate that the genome heterozygosity is the primary cause for production of the inviable ascospores as well as the viable, white-conidia ascospores.

**Table 1:** **The chromosome reciprocal exchange (** ***re*** **) allele, but not NHEJ genes (** ***tku70*** **and** ***tmus53*** **), is responsible for the formation of meiotic drive SAN progeny**

**Strain background**	**Sexual**	**Number of asci with 4 or 8 inviable ascospores**	**Number of asci dissected**
	**crossing**		
CBS999.97	(1-1, *re*) x (1-2, *wt*)	19	20
	(1-1, *wt*) x (1-2, *wt*)	0	10
	(1-1, *re*) x (1-2, *re*)	0	10
CBS999.97 *tku70*Δ	(1-1, *re*) x (1-2, *wt*)	8	10
	(1-1, *wt*) x (1-2, *wt*)	0	10
	(1-1, *re*) x (1-2, *re*)	0	10
CBS999.97 *tmus53*Δ	(1-1, *re*) x (1-2, *wt*)	10	10
	(1-1, *wt*) x (1-2, *wt*)	0	10
	(1-1, *re*) x (1-2, *re*)	0	10

Next, we examined whether the non-homologous end joining (NHEJ) DNA repair pathway is responsible for the production of inviable ascospores. Two NHEJ proteins, Ku70 and Ku80, form a heterodimer and function as a molecular scaffold at DSB ends to which other NHEJ proteins (such as the DNA ligase IV, Lig4) can bind [32]. The *T. reesei* genes that encode Ku70, Ku80, and Lig4 were previously referred to as *tku70*, *tku80*, and *tmus53*, respectively [33,34]. We found that deletion of either *tku70* or *tmus53* did not affect meiosis, ascospore number, or ascospore viability in any of the relevant strains (Table 1 and Additional file 5: Figure S4). These results suggest that homologous recombination (or crossover) during meiotic prophase or random chromosome segregation during the meiotic nuclear division (MI) may be responsible for the production of SAN ascospores.

### Interhomolog recombination between two homoeologous chromosomes accounts for most, if not all, SAN ascospores during meiosis

We propose a hypothetical model (Figure 4) to explain the sexual crossing results in Figure 1. First, the hexadecads with 16 viable ascospores were referred to as “parental ditype (PD)”; all of these euploid ascospores could germinate and produce green conidia. Eight of them, such as CBS999.97(*wt*), have scaffold M and scaffold 33; the other eight ascospores, such as CBS999.97(*re*), have scaffold F and scaffold X. Second, the hexadecads with eight white-conidia SAN ascospores and eight inviable SAN ascospores were referred to as “non-parental ditype (NPD)”; these viable, white-conidia SAN ascospores contain two D segments but no L segment (Figures 2C and 5). Accordingly, we inferred that the inviable SAN ascospores have two L segments but no D segment. 

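To compare the *re* with the *wt* ascospores of ascus III, the log2 ratios of the 7 *re* ascospores (5, 7, 8, and 13 to 16) were set against those of the 8 *wt* ascospores (1 to 4 and 9 to 12) at each probe with limma, with the slide as a block. Of the 58690 probes, 0 differed at an adjusted p under 0.05 (smallest adjusted p = 0.83 from limma with Benjamini-Hochberg adjustment), and 3311 were at an unadjusted p under 0.05, where 2934 would be by chance. Of 100 splits of the 15 ascospores, 37 gave at least 3311, so this excess cannot be told from chance. The median standard error of a difference was 0.02 on the log2 scale. The largest difference, -0.34 (standard error 0.22), was at a probe whose reference signal was raised in ascospore 5 alone. With 200 probes changed in simulated data of the same spread, without a trend over the array, 80 were called at a change of 0.1, 182 at a change of 0.2, and 200 at a change of 0.5 on the log2 scale. The count was also 0 with ascospore 6 taken as *wt* or as *re*. The paper describes the *re* allele as a reciprocal exchange, and its model gives *re* and *wt* ascospores of this ascus the same segments. Under that model their copy number would not differ. The count of 0 therefore bears on copy number and does not test the exchange itself.

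Within the *MAT1-1* ascospores, 0 probes differed between ascospores 1 to 4 and ascospores 5 to 8 (2976 at an unadjusted p under 0.05, and between 1724 and 3011 over the ways of computing the log2 ratio). Within the *MAT1-2* ascospores, 0 probes differed between ascospores 9 to 12 and ascospores 13 to 16 (1729 at an unadjusted p under 0.05, and between 1729 and 5953 over the ways of computing the log2 ratio). In simulated data, these comparisons of 4 with 4 called 0 and 2 of 200 changes of 0.1 on the log2 scale, so they could not see changes of that size. The first of these counts depended on 1 array. Without ascospore 1, 6583 probes were called between ascospores 2 to 4 and 5 to 8, with a median size of 0.10 and a largest size of 0.35 on the log2 scale, and 0 of them reached the gain threshold. Despite the detrending by the scanner software, ascospores 1, 2, and 3 carried a trend in the log2 ratio over the surface of the array, which ran opposite ways in ascospore 1 and in ascospores 2 and 3. Blocks of 8 by 8 spots accounted for 70.4%, 65.3%, and 53.9% of the variance of the deviations from the probe medians in ascospores 1, 2, and 3, and for 3.62% in ascospore 4. After this trend was subtracted, a step chosen after the data were seen, 0 probes were called between ascospores 1 to 4 and 5 to 8, 0 without ascospore 1, and 1 without ascospore 3.

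**Figure D3:**
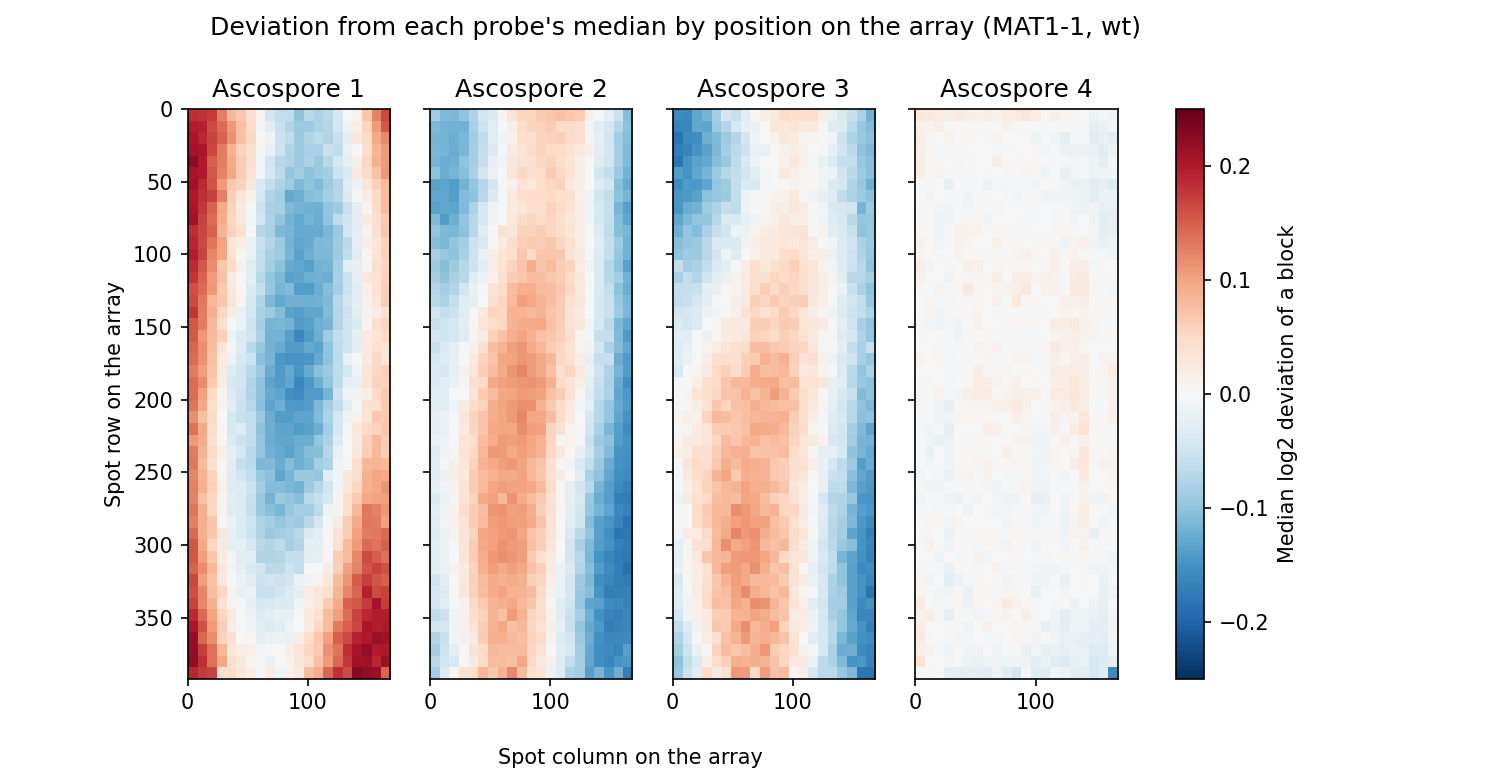
Deviation of the log2 ratio from each probe's median over the 16 ascospores, by the row and column of the spot on the array, for ascospores 1 to 4. Each square is the median over a block of 8 by 8 spots, with red above and blue below the probe medians, and the block medians run from -0.16 to 0.23 in ascospore 1, high along the left edge and in the lower right corner, and from -0.19 to 0.12 in ascospore 2, lowest along the lower right edge.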

Finally, the hexadecads with four inviable ascsospores and 12 viable ascospores were referred to as “tetratype (TT)”, containing four euploid ascospores with scaffold M and scaffold 33, four euploid ascospores with scaffold F and scaffold X, four viable SAN ascospores with two D segments but no L segment, and four inviable SAN ascospores with two L segments but no D segment (Figures 2D and 5).

**Figure 4:**
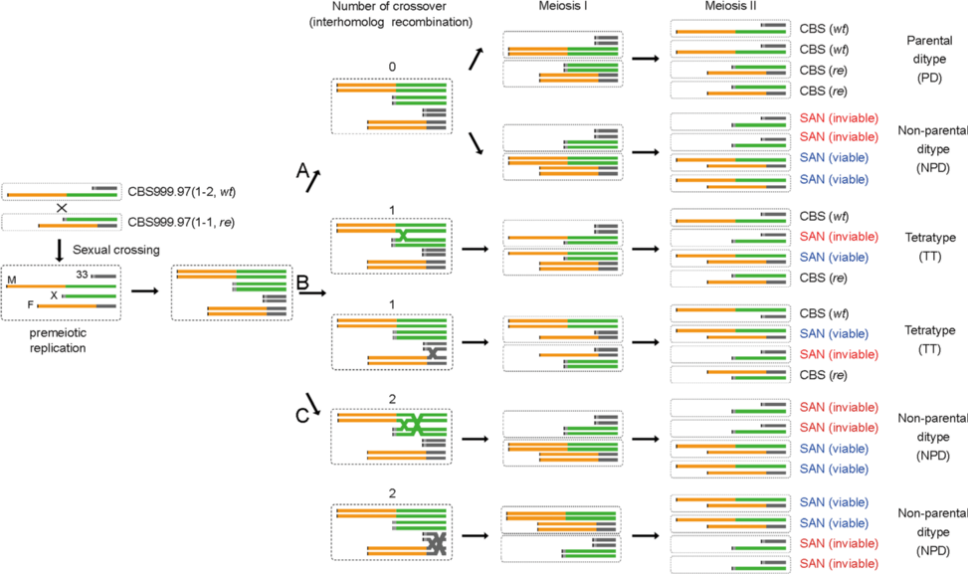
**Meiotic crossover and chromosome segregation are responsible for the formation of segmental aneuploidy.** The hypothetical model of meiotic drive viable and inviable ascospores. **(A)** In the absence of crossover (interhomolog recombination), the parental ditype (PD) hexadecad asci and the non-parental ditype (NPD) hexadecad asci can be generated by random segregation of homologous chromosomes during the first meiotic nuclear division (MI). **(B)** A single crossover between scaffold M and scaffold F or scaffold X and scaffold 33 results in the tetratype (TT) hexadecad asci. **(C)** The NPD hexadecad asci can also be generated if two crossovers exist between scaffold M and F or scaffold X and 33.

**Figure 5:**
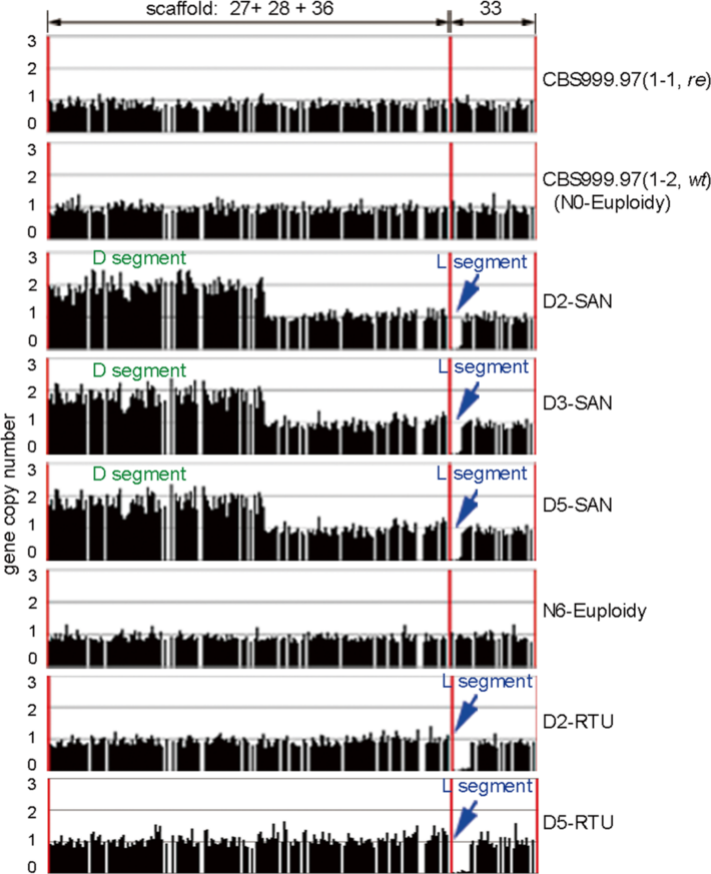
**The SAN mutants contain a duplicated D segment but no L segment.** Shown are aCGH results in scaffold M (27 + 28 + 36) and scaffold 33 of the two parental strains (upper two panels), three viable SAN progeny (D2, D3, and D5), and one viable euploid progeny (N6) (middle four panels), and the return-to-euploid (RTU) strains of D2-SAN and D5-SAN (D2-RTU and D5-RTU, lower two panels). The three SAN progeny contain two D segments and lose the L segment, whereas the D2-RTU and D5-RTU strains have a D segment but no L segment.

When no interhomolog recombination (or crossover) occurs between the four scaffolds (M, 33, X, and F) during meiotic prophase, PD and NPD can be produced simply by random chromosome segregation during MI (Figure 4A). In contrast, TT is likely generated via a single crossover between scaffold M and scaffold X or between scaffold 33 and scaffold F (Figure 4B). NPD may also be generated when two crossovers occur between two of these four scaffolds (Figure 4C). Because our single ascospore isolation experiments (Figure 1) revealed that there were more TT (>80%) than PD (about 10%) and NPD (about 9%), we suggest that meiotic recombination occurs at a high frequency between scaffold M and scaffold X or between scaffold 33 and scaffold F.

Notably, the hypothesis described here is consistent with our aCGH and genetic results: first, all three viable SAN ascospores we examined (D2, D3, and D5) had two D segments but no L segment (Figure 5); second, we inferred that the inviable SAN ascospores have two L segments but no D segment. The D segment is about 523 kb in length and contains at least 113 genes (Additional file 6: Table S2), including several putative essential genes such as an actin-like protein (ID 111468). Due to the lack of D segments, these inviable SAN ascospores failed to germinate.

### The ancestral *T. reesei* genome is similar to that of CBS999.97(1-2, *wt*)

The sexually competent CBS999.97 strain was isolated from a storage lake in French Guiana [35], whereas QM6a(1-2, *wt*) was collected on the Solomon Islands during the Second World War [36]. Several other non-CBS999.97 haploid strains were isolated from different geographical locations [27]. We then applied the same diagnostic PCR method (Additional file 5: Figure S4C) to study the distribution of the four scaffolds (M, 33, F, X) in nine representative non-CBS999.97 isolates collected from French Guiana, Brazil, Indonesia, and New Caledonia. Using the four primers (A-D) described above (Additional file 2: Table S1 and Additional file 5: Figure S4C), we were able to detect scaffold 33 in eight isolates (except G.J.S. 84-473) and scaffold M in six isolates (except G.J.S. 84-473, G.J.S. 86-410, and G.J.S. 93-23) (Additional file 7: Table S3). Intriguingly, scaffold F and scaffold X were not detected in any of the nine non-CBS999.97 isolates, indicating that the genomes of these non-CBS999.97 isolates might be more similar to those of CBS999.97(1-2, *wt*) or QM6a(1-2, *wt*) than that of CBS999.97(1-1, *re*).

This hypothetical model was further confirmed by sexual crossing and single ascospore isolation experiments between those wild isolates and CBS999.97 strains (Table 2). CBS999.97(1-2, *wt*) sexually crossed with the three French Guiana *MAT1-1* isolates, G.J.S. 86-404(1-1, *wt*), G.J.S. 86-410(1-1, *wt*), and G.J.S. 84-473(1-1, *wt*), generated asci with 16 viable ascospores, although our diagnostic PCR method failed to detect scaffold M and scaffold 33 in G.J.S. 84-473(1-1, *wt*). Asci with 16 viable ascospores were also generated when CBS999.97(1-2, *wt*) was crossed with G.J.S. 85-249(1-1, *wt*) (Indonesia, Celebes) or when CBS999.97(1-1, *wt*) was crossed with four *MAT1-1* wild isolates, including G.J.S. 89-7(1-1, *wt*) (Brazil, Para), G.J.S. 97-178(1-2, *wt*) (Brazil, Para), G.J.S. 93-23(1-2, *wt*) (New Caledonia), and G.J.S. 85-236(1-2, *wt*) (Indonesia, Celebes). In contrast, asci with four or eight inviable ascospores were frequently generated when CBS999.97(1-2, *re*) was sexually crossed with three different wild isolates, G.J.S. 86-404(1-1, *wt*; French Guiana), G.J.S. 86-410(1-1, *wt*; French Guiana), and G.J.S. 85-249(1-1, *wt*; Indonesia, Celebes). Similarly, asci with four or eight inviable ascospores were also generated when CBS999.97(1-1, *re*) was sexually crossed with four different wild isolates, G.J.S. 89-7(1-2, *wt*; Brazil, Para), G.J.S. 97-178(1-2, *wt*; Brazil, Para), G.J.S. 93-23(1-2, *wt*; New Caledonia), and G.J.S. 85-236(1-2, *wt*; Indonesia, Celebes). Therefore, we inferred that the ancestral *T. reesei* genomes likely contain scaffold M and scaffold 33, and scaffold F and scaffold X evolved later in French Guiana via an unequal DNA rearrangement between scaffold M and scaffold 33. Intriguingly, these non-CBS999.97 isolates examined here could only sexually cross with the haploid progeny generated from the CBS999.97 wild isolate strain but not with each other (Additional file 8: Table S4).

**Table 2:** **Sexual crossing of CBS999.97 with non-CBS999.97 isolates**

**Sexual crossing**	**Number of asci dissected**	**Number of asci with 4 or 8 inviable ascospores**
CBS999.97(1-2, *wt*; French Guiana) & G.J.S. 86-404(1-1, *wt*; French Guiana)	7	0
CBS999.97(1-2, *wt*; French Guiana) & G.J.S. 86-410(1-1, *wt*; French Guiana)	8	0
CBS999.97(1-2, *wt*; French Guiana) & G.J.S. 84-473(1-1, *#*; French Guiana)	7	0
CBS999.97(1-1, *wt*; French Guiana) & G.J.S. 89-7(1-2, *wt*; Brazil, Para)	7	0
CBS999.97(1-1, *wt*; French Guiana) & G.J.S. 97-178(1-2, *wt*; Brazil, Para)	9	0
CBS999.97(1-1, *wt*; French Guiana) & G.J.S. 93-23(1-2, *#*; New Caledonia)	9	0
CBS999.97(1-1, *wt*; French Guiana) & G.J.S. 85-236(1-2, *wt*; Indonesia Celebes)	9	0
CBS999.97(1-1, *wt*; French Guiana) & G.J.S. 85-249(1-1, *wt*; Indonesia Celebes)	9	7
CBS999.97(1-2, *re*; French Guiana) & G.J.S. 86-404(1-1, *wt*; French Guiana)	9	8
CBS999.97(1-2, *re*; French Guiana) & G.J.S. 86-410(1-1, *wt*; French Guiana)	7	5
CBS999.97(1-1, *re*; French Guiana) & G.J.S. 89-7(1-2, *wt*; Brazil, Para)	9	8
CBS999.97(1-1, *re*; French Guiana) & G.J.S. 97-178(1-2 *wt*; Brazil, Para)	8	6
CBS999.97(1-1, *re*; French Guiana) & G.J.S. 93-23(1-2, *#*; New Caledonia)	8	4
CBS999.97(1-1, *re*; French Guiana) & G.J.S. 85-236(1-2, *wt*; New Caledonia)	7	6

#: Diagnostic PCR failed to detect M, F, 33 or X in G.J.S. 84-473 and G.J.S. 93-23

### The viable SAN progeny exhibit return to euploidy (RTU) in vegetative growth

Several studies have suggested that the duplicated regions are not stable and are usually lost after several generations [15-18]. To test the stability of our SANs, they were continuously cultured in rich MEA medium and the genome-wide gene copy number was analyzed every ten days. The aCGH data showed that only one D segment was detected after 34 days of vegetative growth (Figure 6A). The results of physical analysis (n = 10) also confirmed that the D segment from scaffold F was lost during vegetative growth (Figure 6B), suggesting that the D segment in scaffold F is highly unstable compared to the one in scaffold M. Therefore, these RTU strains have genomes similar to CBS999.97 (1-2, *wt*) but lack the L segments (Figure 5).

**Figure 6:**
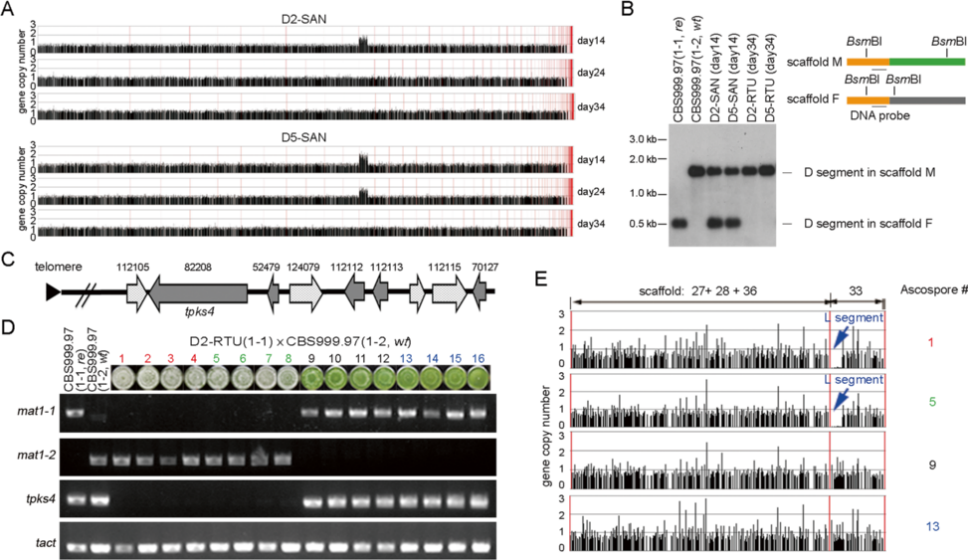
**Loss of the L segment leads to a white colony of ascospores. (A)** The genome stability of two different SAN strains (D2-SAN and D5-SAN) during vegetative growth was examined. The number of days post ascospore germination in a dextrose-containing malt extract agar (MEA) medium is indicated on the right. The Gene Expression Omnibus accession number is GSE-42359. **(B)** Southern blot analysis of the two D segments before and after RTU. The locations of the *BsmB*I restriction enzyme sites and the DNA probe used for Southern blot analysis are indicated in the right panel. The restriction fragments of the D segments in scaffold F and scaffold M are about 400 bp and 1,500 bp in length, respectively. The two parental haploid strains, CBS999.97(1-2, *re*) and CBS999.97(1-2, *wt*), were used as positive controls. **(C)** The organization and protein ID numbers of the nine annotated genes in the L segment. *T. reesei* polyketide synthase (*tpks4*) gene has been shown to be responsible for the formation of green conidia [37]. **(D)** Loss of the L segment or *tpks4* led to the white-conidia phenotype. Twenty hexadecads generated from sexual crossing of CBS999.97(1-2, *wt*) with D2-RTU or D5-RTU were dissected and isolated as described in Figure 1A. These 20 hexadecads all generated 16 ascospores. After germination, eight produced white conidia and the other eight produced green conidia. Shown are the conidia-color phenotype and genotyping data (by genomic PCR) of a representative hexadecad with 16 viable ascospores. (**E**) The aCGH results of four representative ascospores (numbers 1, 5, 9, and 16) in (D). The two white-conidia progeny (numbers 1 and 5) have no L segment, whereas the two green-conidia progeny (numbers 9 and 16) have the L segment.

### Loss of the L segment resulted in a white-conidia phenotype

The viable SAN progeny exhibited a white-conidia phenotype before (Figure 1) and after RTU (Figure 6A). The *T. reesei* polyketide synthase 4 gene (*tpks4*) has been reported to be responsible for the green conidial pigmentation, and the *tpks4*Δ mutant produces white conidia [37]. Notably, *tpks4* is one of the nine annotated genes in the L segment (Figure 6C). We inferred that deletion of the L segment, but not D segment duplication, may lead to the white-conidia phenotype. To further determine whether the loss of the L segment is the only factor responsible for the white-conidia phenotype, we backcrossed the RTU strains with the parental strain CBS999.97(1-2, *wt*). The 16 offspring of the backcross showed an eight green-conidia and eight white-conidia phenotype (Figure 6D), supporting our hypothesis. Genomic PCR genotyping experiments further showed that only the green-conidia progeny but not the white-conidia progeny have the *tpks4* gene (Figure 6D). Finally, the aCGH results of the representing progeny confirmed that the green-conidia ascospore but not the white-conidia ascospore had the L segment (Figure 6E). These data imply that lack of *tpks4* is responsible for the white-conidia phenotype.

### The viable SAN progeny showed high hemicellulase-producing capability

A hallmark of the QM6a(1-2, *wt*) genome is that many genes encoding the carbohydrate-active enzymes (CAZymes) are non-randomly distributed in several gene clusters [25]. The CAZymes can cleave, build, and rearrange oligo- and polysaccharides [38]. The majority of the CAZyme genes in these clusters encode glycoside hydrolases that contribute to the degradation of lignocelluloses and plant cell walls. Previous transcriptomic studies also indicated that adjacent or nearly adjacent genes were coexpressed in four CAZyme gene clusters located in scaffolds 1, 6, 28, and 29 [25]. Notably, the CAZyme gene cluster in scaffold 28 is located at the D segment (Additional file 6: Table S2), including an endo-β-1,4-xylanase gene (ID 69276), a β-mannosidase (ID 69245), and the *cip2* glucuronoyl esterase gene (ID 123940). The D segment also contains the *xyn2* xylanase II gene in scaffold 27 (ID 123818). These four genes all encode enzymes with hemicellulase activity [38]. Indeed, the SAN progeny with two D segments exhibited a higher xylanase activity than the euploid progeny or their parental haploid strains (Figure 7A).

**Figure 7:**
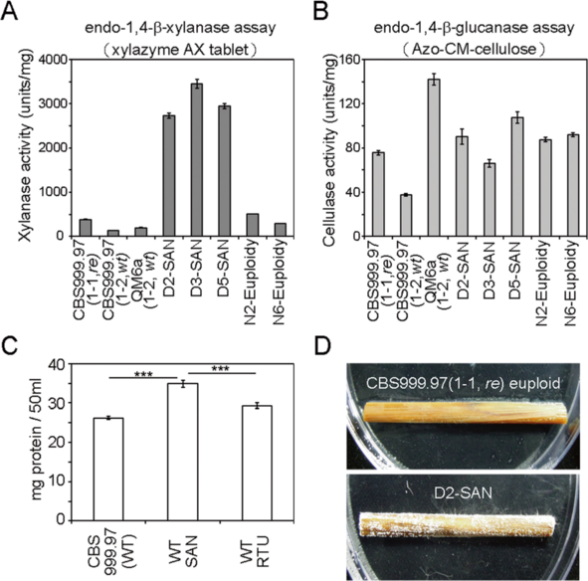
**The SAN progeny produce higher levels of xylanases. (A)** Xylanase and **(B)** cellulase specific activities (U/mg of mycelium) of the indicated strains were measured using xylazyme AX tablet and Azo-CM-cellulose as substrates, respectively. Experiments were conducted in triplicate and are presented with standard deviations. **(C)** The SAN strains produced more biomass than the two CBS999.97 euploid strains or the RTU strains in a xylan-based Mandels-Andreotti medium. Experiments were conducted with two different colonies, each in triplicate, and are presented with mean values ± SEM (error bars). **(D)** The D2-SAN grew better than the parental euploid strain CBS999.97(1-1, *re*) on rice straw.

*T. reesei* is well known as an industrial workhorse for synthesizing cellulases and hemicellulases [25], and we therefore wanted to know if the SANs also showed enhancement in cellulase activity. The cellulase activity assay showed that compared with the wild-type control, the SANs did not produce higher levels of cellulases (Figure 7B). These data suggest that the production of cellulase and xylanase is differentially regulated in these SAN progeny.

### The viable SAN progeny showed growth advantage

Although variations in chromosome copy number are often detrimental to organisms [15], studies in several microorganisms also indicate that DNA copy-number alterations can be beneficial, increasing survival under selective pressure [16-18]. When grown on a xylan-based medium, the SAN strains produced more biomass than either the parental CBS999.97 euploid strains or the RTU strains (Figure 7C). Given the lack of L segment in the RTU strains, we conclude that D segment duplication, but not L segment deletion, is responsible for the growth advantage in xylan-based media. Intriguingly, the SAN strain also grew better than the CBS999.97 euploid haploid on rice straw (Figure 7D). Taken together, these results suggest that meiotic drive segmental duplication apparently provides an advantage to transiently enhance the efficiency for degrading and utilizing lignocellulosic biomass.

### Applying the sexual crossing strategy to improve industrial strains

To further improve the xylanase production activity of two cellulase-overproducing mutants, RUT-C30(1-2, *wt*) and QM9414(1-2, *wt*), we tried to generate SANs under both backgrounds. However, sexual crossing of CBS999.97(1-1, *re*) with either RUT-C30(1-2, *wt*) or QM9414(1-2, *wt*) usually produced asci or hexadecads with no or only four viable ascospores (Additional file 9: Figure S5). Because the genomes of these two cellulase-overproducing mutants acquired numerous mutations, deletions, and chromosomal rearrangements via multiple rounds of physical and chemical mutagenesis [20,24], genome heterozygosity could also account for the meiotic drive lethality we observed here. Our results here suggest that sexual crossing should be more cautiously used to improve these industrially used hypersecretion mutants.

## Discussion

The current study reveals several novel characteristics of *T. reesei* sexual development and genome plasticity. First, *T. reesei* generates asci with 16-part ascospores via meiosis and two further rounds of mitotic nuclear divisions. Second, our data suggest that the genome of ancestral *T. reesei*, such as that of CBS999.97(1-2, *wt*) and QM6a(1-2, *wt*), contains scaffold M and scaffold 33. Scaffold X and scaffold F were generated via a reciprocal exchange between scaffold M and scaffold 33 and were found only in the CBS999.97(1-1, *re*) haploid genome. Accordingly, the *re* allele was likely to be evolved later in French Guiana. How such a chromosomal rearrangement occurred remains an open question. Genomic plasticity is often found in filamentous fungal species, and is thought to be a widely used strategy during fungal evolution [39]. In fact, different *Trichoderma* isolates also show variation in the karyotype [29,30]. Our data had identified a specific DNA rearrangement locus in the CBS999.97 wild isolate, and this information may provide a better picture in the study of the evolution of *Trichoderma* spp. Notably, the *re* locus may not be the only DNA rearrangement site within the *T. reesei* wild isolates. The sexual crossing experiment showed that the non-CBS999.97 wild isolates could not mate with each other, including those isolated from the same geographic areas [27] (Additional file 8: Table S4). However, they could all undergo sexual reproduction with the CBS999.97 strains (Table 2). Within these wild isolates, novel diversity may be found and linked to the evolution of sexual development genes.

Third, fungi have been reported to utilize different mechanisms to generate SAN progeny via meiosis, including hybrid infertility in *S. pombe* and *S. kambucha* [14] and telomere-telomere fusion and chromosomal translocation between two different chromosomes in *C. neoformans* [12,13]. Here, we showed that, due to a reciprocal DNA rearrangement between two scaffolds, the *T. reesei* CBS999.97 wild isolate produces both viable and inviable SAN progeny via meiosis. Our genetic results also revealed that interhomolog recombination or crossover occurred at a high frequency (>80%) to produce the “tetratype” asci (Figure 4B). Further investigation is needed to identify whether these crossover products are generated via a Spo11-induced or Spo11-independent DSB, where the DSB hotspot may be located, and if the DSB hotspot is created by a reciprocal exchange between scaffold M and scaffold 33.

Many *Trichoderma* species are found as anamorphs present in soils, where they act as plant beneficial fungi. In contrast, the teleomorphic *Hypocrea* species are most frequently found on decorticated wood or wood-rotting fungi (for example, wood ear fungi, shelf fungi, or agarics). With better lignocellulosic biomass degradation capability, the SAN sexual progeny we described in this report can likely provide adaptive advantages to the natural environments, especially in the early phase of colonization (the first two weeks of growth). Further study of the molecular mechanism leading to high hemicellulase production is thus of high interest. The D segment contains not only a few hemicellulase or xylanase encoding genes but also several novel transcription factors, including Gal4-like genes (ID: 70414, 111446, 111466, 36913) and fungal specific transcription factors (ID: 123860, 5664, 111515, and 69077) (Additional file 6: Table S2). Further investigation will reveal whether these transcription factors control the genome-wide expression of hemicellulase or xylanase encoding genes. Finally, for economical application, finding a way to prevent the high hemicellulase-producing SAN strains from RTU or at least to prolong the stability of these SAN strains is important. The very first step is to determine the molecular mechanism of RTU.

## Conclusion

*Trichoderma reesei* QM6a and its derivatives are industrial workhorse fungi that secrete cellulases and hemicellulases to degrade lignocellulosic biomass into glucose and xylose. CBS999.97 is the only *T. reesei* wild isolate strain that is sexually competent under laboratory conditions. Here we show that CBS999.97 sexual reproduction undergoes meiosis and two rounds of postmeiotic mitosis to yield asci with 16 linearly arranged ascospores. Notably, the two haploid genomes of the CBS999.97 wild isolate comprise a reciprocal arrangement between two chromosomal scaffolds. Due to sequence heterozygosity, most 16-spore asci contain four or eight inviable ascospores and an equal number of segmentally aneuploid (SAN) ascospores. The meiotic driven gene copy number change readily allows these viable SAN progeny to display new phenotypes, that is, white conidia, higher levels of hemicellulases, and genome instability. Our results have revealed a new understanding of *T. reesei* evolution and sexual development and also provided novel perspectives for improving industrial strains.

## Materials and methods

### Strains and sexual crossing

Sexual crossing was carried out as described previously [27,40]. The two parental haploids CBS999.97(1-1, *re*) and CBS999.97(1-2, *wt*) were generated from the CBS999.97 wild isolate strain [27,40]. The QM6a *tku70*Δ(1-2, *wt*) mutant [34] and the QM6a *tmus53*Δ(1-2, *wt*) mutant [33] were described previously. The *tku70*Δ and *tmus53*Δ mutants in the CBS999.97 background were generated by crossing each QM6a mutant with the wild isolate CBS999.97(1-1, *re*), respectively. The corresponding offspring mutants were backcrossed at least twice with the CBS999.97(1-2, *wt*) strains. All the strains used in this study are listed in Additional file 10: Table S5.

### Hexadecad dissection

Mature hexadecads were manually isolated from stromata and transferred onto the center of a 10-cm malt extract agar (MEA) plate. Yeast tetrad dissection using a micromanipulator was applied to sequentially separate and isolate each ascospore in a hexadecad (Figure 1A). The fiberglass needle could readily break the fragile ascus wall and separate each ascospore, leaving the remaining part intact.

### Deep sequencing and *de novo* assembly of the wild-type CBS999.97(1-2, *wt*) genome

The shotgun library for 454 Sequencing was prepared with 0.5 μg of genomic DNA from the wild isolate CBS999.97(1-2, *wt*) haploid using the GS Rapid Library Prep Kit following the manufacturer’s protocol (Roche 454; 454 Life Sciences, Branford, CT, USA). The resulting library was examined by the BioAnalyzer DNA Chip assay (Agilent Technologies; Santa Clara, CA, USA), and FAM fluorescence was quantified using a Modulus fluorometer (Turner Biosystems, Sunnyvale, CA, USA). Sequencing was performed on a GS FLX Titanium system in the High Throughput Sequencing Core Facility at the Biodiversity Research Center at Academia Sinica, Taiwan. Raw reads were obtained from 2.5 sequencing runs totaling 873 Mb, with median read lengths ranging from 351 to 454 nt among the five datasets. *De novo* assembly was performed using Newbler v.2.5.3 (Roche 454) on a single CPU. The draft genome assembly consisted of 1,087 contigs with sizes ranging from 500 bp to 404,555 bp, with an average contig and N50 size of 29,833 bp and 66,873 bp, respectively. Additional *de novo* assembly and gene annotation were conducted by an in-house computational core. The assembled CBS999.97(1-2, *wt*) genomic sequences are available online (http://140.109.32.39/~lab229/contig_info/index.php).

For evaluation of the deep sequencing results, the community annotation including the Gene Ontology classification is available from the *T. reesei* genome database v.2.0 (http://genome.jgi-psf.org/Trire2/Trire2.home.html). Annotation was performed using BLAST to search for orthologous genes of *Trichoderma reesei* v.2.0 and *Trichoderma virens* Gv29-8 v2.0. Gene sequences were downloaded from the Joint Genome Institute (JGI) database (http://genome.jgi-psf.org/) [25,41]; there are 9,143 genes in QM6a(1-2, *wt*) and 12,427 in *T. virens*. We identified 8,106 CBS999.97(1-2, *wt*) and QM6a(1-2, *wt*) orthologous genes with high sequence similarity (≥90%). Of the remaining genes (similarity <90%), we found 49 that existed only in QM6a(1-2, *wt*), without any similarity to genes in the CBS999.97(1-2, *wt*) genome.

### Array-based comparative genomic hybridization (aCGH) and data analysis

Genomic DNA was isolated using standard techniques and fragmented by a Bioruptor Sonicator (Diagenode, UCD-200) using repeated cycles of 75 seconds on (high) and then 75 seconds off for a total of 15 minutes, producing a median DNA size of 500 bp (range 200 to 1,000 bp). The fragmented DNA was then quantified using a NanoDrop ND-1000 UV-Vis Spectrophotometer to assess the genomic DNA concentration and purity. Fragmented genomic DNA samples were labeled with Cy5 or Cy3 using a NimbleGen Dual-Color DNA Labeling Kit (Roche NimbleGen, Madison, WI, USA). Test sample genomic DNA was end-labeled with Cy3, whereas CBS999.97(1-2, *wt*) genomic DNA was labeled with Cy5 and used as a reference to measure DNA copy number changes. The Cy5- and Cy3-labeled genomic DNA samples were hybridized to custom-designed oligonucleotide arrays (4 × 72,000 formation) by Roche-NimbleGen based on the CBS999.97(1-2, *wt*) genome sequence and *T. reesei* v2.0 genome sequence, respectively [40,42].

DNA end-labeling, hybridization, and scanning were performed by the Academia Sinica Institute of Molecular Biology Microarray Core using the NimbleGen Systems technique (NG_CGH&CNV_Guide_v7p0), following the vendor’s standard operating protocol. Image data were processed using NimbleScan software version 2.6.3 (Roche NimbleGen) to obtain the raw intensity data NimbleGen(.pair file). Data analysis and normalization were performed using Agilent GeneSpring GX 11.5.1 by an in-house bioinformatics core. Raw intensity scales were transformed by quantile normalization which was used to correct array biases and make all distributions uniform.

### Shake flask cultures

Conidia from three-day-old plates (10-cm diameter dishes) were harvested with 1 mL of sterile spore solution [0.8% NaCl, 0.05% Tween 20 (Sigma)], vortexed and filtered through glass wool. The volume was then adjusted to OD_600nm_ of 0.3, and 1 mL of the spore suspension was transferred to 250-mL Erlenmeyer flasks containing 50 mL of Mandels-Andreotti basal medium prepared in 0.1 M citrate-phosphate buffer (pH 5.0) and supplemented with 1 g L^-1^ peptone and 0.33 g L^-1^ urea. As a carbon source, 10 g L^-1^ Solka Floc 200 (International Fiber Corporation, North Tonawanda, NY, USA) or birchwood xylan (Sigma Aldrich, USA) was added to induce cellulase or xylanase expression, respectively. After three days of cultivation in constant darkness at 25°C on a rotary shaker (200 rpm), the flask culture was used for biomass determination and enzymatic assays.

### Biomass determination

For biomass determination, 50 mL shake flask culture was filtered onto a dry Miracloth (Calbiochem, Darmstadt, Germany), washed with distilled water, and dried with paper towels. The fungal mycelia were collected, frozen with liquid nitrogen, and stored at -80°C until use. For total protein quantification, the fungal sample was dissolved in 5 mL of 0.1 N NaOH. The solution was sonicated by a digital sonifier (Branson) at a duty cycle setting of 30% for six minutes total with 30 seconds on and 30 seconds off. The sample was then incubated at room temperature for three hours and centrifuged at 5251 × g for 10 minutes. The protein concentration of the supernatant was determined by modified Lowry protein assay, using bovine serum albumin as a standard.

### Enzymatic assays

For endo-1,4-β-glucanase (cellulase) activity measurements, supernatant diluted from 1:2 to 1:10 was added to an Azo-CM-cellulose solution (S-ACMCL; Megazyme International, Wicklow, Ireland). The procedure was carried out according to the manufacturer’s instructions. Azo-CM-cellulose is a dyed polysaccharide containing Remazol Brilliant Blue R at a concentration of approximately one dye molecule per 20 sugar residues (Megazyme International). This assay is much more sensitive (50- to 100-fold) than filter paper assays (such as the DNS method).

To measure endo-1,4-β-D-xylanase (xylanase) activity, supernatant diluted from 1:2 to 1:10 was prewarmed at 40°C for five minutes. A xylazyme AX test tablet substrate (T-XAX200; Megazyme International) was added to the supernatant (0.5 mL) and incubated at 40°C for 10 minutes. The reaction was stopped by adding 10 mL stop solution (2% Trizma Base, pH about 9). The sample was centrifuged at 2000 × g for 10 minutes, and the absorbance was measured at 590 nm. *Aspergillus niger* xylanase (about 300 mU/mL) was used as a control following the procedure specified by the manufacturer.

### Southern blot analysis

The Southern blot analysis procedure was followed using standard techniques. Genomic DNA was first digested by the indicated restriction enzyme, and 0.8% agarose gel was used for the gel electrophoresis. The DNA probes were amplified with indicated primers by PCR. The Southern blots were exposed to an X-ray film (GE Healthcare, USA).

### Rice straw growth assay

The conidia of the indicated strains were collected with Mandels-Andreotti basal medium (without carbohydrate supplement) and purified through glass wool. 2 × 10^6^ conidia were cultured on autoclaved 70 mm rice straw at 25°C, under conditions of 12 hours light/dark for five days. 1 mL of Mandels-Andreotti basal medium (without carbohydrate supplement) was added to the rice straw before the incubation.

### Microarray data access

The microarray data and the related protocols are available at the GEO site (http://www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE-41965, GSE-42359, GSE-59350.

## Additional files

Additional file 1: Figure S1. Genotyping. Genomic PCR analysis of *mat1-1*, *mat1-2,* scaffold F, scaffold X, scaffold 33, scaffold M, and *tact* (actin) genes in all 16 viable ascospores of asci IV in Figure 1B. The parental wild isolate haploid strains, CBS999.97(1-1, *re*) and CBS999.97(1-2, *wt*), were used as controls. The nucleotide sequences of the PCR primers are listed in Additional file 2: Table S1. Additional file 2: Table S1. Oligonucleotide primers used in this study. Additional file 3: Figure S2. Visualization of four rounds of nuclear division during *T. reesei* ascospore formation/maturation. **(A-G)** Developing asci were manually dissected, stained with DAPI, and then visualized by fluorescent microscopy. DIC and DAPI fluorescent images are shown. Nuclei (N) are marked by white arrows. **(H)** A DIC image of developing asci showing synchronous division of eight nuclei (8 N) into 16 nuclei (16 N). Additional file 4: Figure S3. Scaffold M is a contiguous segment that includes the scaffolds 27, 28, and 36. **(A)** A representative aCGH result of viable SAN progeny. Normalized means of gene copy number for the oligonucleotides covering scaffold 25 to scaffold 37 are shown. These 13 scaffolds are ordered from left to right according to their length. **(B)** A schema illustrates the order of scaffold 28(3′), scaffold 27, scaffold 36, and scaffold 28(5′) in the scaffold M. The locations of six PCR primers (E, F, G, H, I, and J; see Additional file 2: Table S1) in the scaffold M are indicated. **(C)** Genomic PCR. The genomic DNA of two parental haploids strains, CBS999.97(1-1, *re*) (1) and CBS999.97(1-2, *wt*) (2), were amplified using three pairs of PCR primers (E/F, G/H, and I/J). The expected PCR products are 7,168 bp, 1,000 bp, and 1,272 bp in length, respectively. The *tact* (actin) gene was used as positive control for genomic PCR. Additional file 5: Figure S4. Differential chromosomal organization in the genomes of QM6a(1-2, *wt*), CBS999.97(1-1, *re*), and CBS999.97(1-2, *wt*), respectively. **(A)** Scaffold 33 and scaffold M in QM6a(1-2, *wt*) and CBS999.97(1-2, *wt*). Scaffold 27, scaffold 28, scaffold 33, and scaffold 36 are indicated. The 5′ terminus of scaffold M has a telomere (in black), because the corresponding end in scaffold 28(3′) is connected to multiple copies of a repeated hexanucleotide sequence, TTAGGG, which is the telomeric repeat of QM6a(1-2, *wt*) [25]. The D segment and the S segment of scaffold M are indicated in orange and green, respectively. The L segment, located at the 5′ terminus of scaffold 33, is indicated in light gray, and the remaining portion of scaffold 33, the N segment, is indicated in dark gray. The three exons (E1, E2, and E3) of a novel gene (ID: 112288) in scaffold 36 are indicated. The first exon (E1) only exists in the QM6a(1-2, *wt*) genome. **(B)** Scaffold F and scaffold X in CBS999.97(1-1, *re*). The nucleotide sequences of scaffold M, scaffold 33, scaffold F, and scaffold X are available online (http://bc.imb.sinica.edu.tw/~lab229/Text_file_T1-4.rar). **(C)** Schema illustrating the location of PCR primers (A, B, C, and D) used for the genotyping scaffold M, scaffold F, scaffold 33, and scaffold X, respectively. The nucleotide sequences of these four primers are listed in Additional file 2: Table S1. **(D)** PCR genotyping of indicated haploid strains. The two parental haploid strains, CBS999.97(1-1, *re*) and CBS999.97(1-2, *wt*), were used as positive controls. CBS999.97(1-1, *wt*) and CBS999.97(1-2, *re*) are progeny generated by sexually crossing CBS999.97(1-1, *re*) with CBS999.97(1-2, *wt*). The corresponding progeny in *tku70*Δ and *tmus53*Δ were also generated by sexually crossing, respectively (Additional file 10: Table S5). Additional file 6: Table S2. Genes on the D segment. Additional file 7: Table S3. Genomic PCR genotyping the four scaffolds (M, F, 33, X) in *T. reesei* wild isolates and industrial strains. Additional file 8: Table S4. Sexual crossing of the non-CBS999.97 isolates. Additional file 9: Figure S5. Hexadecad dissection of asci generated from sexual crossing the CBS999.97(1-1, *re*) with RUT-C30(1-2, *wt*) or QM9414(1-2, *wt*). Hexadecads from sexual crossing of CBS999.97(1-1, *re*) with RUT-C30(1-2, *wt*) (n ≥ 10) **(A)** or QM9414(1-2, *wt*) (n ≥ 10) **(B)**. Sixteen ascospores from each hexadecad were sequentially separated and aligned as described in Figure 1A. The inviable ascospores are indicated by a black circle with a cross. Additional file 10: Table S5. Strains used in this study.

## Abbreviations

aCGH: array-based comparative genomic hybridization
DAPI: 4',6-diamidino-2-phenylindole
DIC: differential interference contrast
DSB: double-strand break
RTU: return to euploidy
SAN: segmentally aneuploid

# Supplementary material for: Trichoderma reesei meiosis generates segmentally aneuploid progeny with higher xylanase-producing capability
**Source:** Biotechnol Biofuels. 2015 Feb 25;8:30. doi: 10.1186/s13068-015-0202-6
**Supplement:** Additional file 2: Table S1. — Oligonucleotide primers used in this study.

**Additional file 2: Table S1**  
**Oligonucleotide primers used in this study.**

| Protein ID or location                               | Primer name | Nucleotide sequences       | Remarks                  |
|------------------------------------------------------|-------------|----------------------------|--------------------------|
| 44504<br>( <i>tact</i> )                             | PA6693      | 5 'ATGATCGGTATGGGTCAG3 '   | Figure 6D, S1, S3C & S4D |
|                                                      | PA6694      | 5 'GATGTCACGGACGATTTC3 '   |                          |
| Genebank accession number FJ599756 ( <i>mat1-1</i> ) | PA6066      | 5 'AGCCGAGATACCTCAATG3 '   | Figure 6D, S1            |
|                                                      | PA6067      | 5 'ACCTGTCCTCCAATCTTC3 '   |                          |
| 124341<br>( <i>mat1-2</i> )                          | PA6068      | 5 'TCAGTCAACGCAGTCATG3 '   | Figure 6D, S1            |
|                                                      | PA6069      | 5 'CATTGGCACAAGCGAC3 '     |                          |
| 82208<br>( <i>tpks4</i> )                            | PA7809      | 5 'TCATGCGTCGCACATCTTCT3 ' | Figure 6D                |
|                                                      | PA7810      | 5 'TCCAGCAACCATGCATGATC3 ' |                          |
| 3' D segment                                         | A           | 5 'CTTCCAGCCTAAGTACTC3 '   | Figure S1 & S4           |
| 5' N segment                                         | B           | 5 'GTCGATCGTGCTAATGAAG3 '  | Figure S1 & S4           |
| 3' L segment                                         | C           | 5 'CAAGGCTATTATCCGCAG3 '   | Figure S1 & S4           |
| 5' S segment                                         | D           | 5 'CTCTGAGGGGATTAGAAG3 '   | Figure S1 & S4           |
| 3' scaffold 28 (3')                                  | E           | 5 'CCAAGCCTGATATGCTGT3 '   | Figure S3                |
| 5' scaffold 27                                       | F           | 5 'GAGTATCAGTCCGCCAGA3 '   | Figure S3                |
| 3' scaffold 27                                       | G           | 5 'TCCAGGAACAGCCATAGA3 '   | Figure S3                |
| 5' scaffold 36                                       | H           | 5 'GCAGATGCCTTGTTCTGT3 '   | Figure S3                |
| 3' scaffold 36                                       | I           | 5 'TACTTCCCTGCAGGTTTA3 '   | Figure S3                |
| 5' scaffold 28(5')                                   | J           | 5 'AGCCCCTGCCTTATTTTA3 '   | Figure S3                |
| 3' D segment<br>(DNA probe)                          | PA7543      | 5 'AGCTACATGAGATCCTGCAT3 ' | Figure 6B                |
|                                                      | PA7544      | 5 'TTCGTGCAGAGTGCACCTGA3 ' |                          |

# Supplementary material for: Trichoderma reesei meiosis generates segmentally aneuploid progeny with higher xylanase-producing capability
**Source:** Biotechnol Biofuels. 2015 Feb 25;8:30. doi: 10.1186/s13068-015-0202-6
**Supplement:** Additional file 6: Table S2. — Genes on the D segment.

**Additional file 6: Table S2**  
**Genes on the D Segment. \***

| Protein ID | Note                                                   |
|------------|--------------------------------------------------------|
| 81955      | Electron transport                                     |
| 69210      | Electron transport                                     |
| 69291      | Electron transport                                     |
| 111724     | Major facilitator superfamily                          |
| 69245      | Beta-mannosidase, GH2                                  |
| 123940     | Cellulose-binding region, fungal                       |
| 69276      | Beta-glucosylceramidase, GH30                          |
| 111716     | Cinnamyl-alcohol dehydrogenase activity                |
| 36913      | Fungal specific transcription factor                   |
| 68950      | Electron transport                                     |
| 68961      | Esterase/lipase/thioesterase                           |
| 69168      | Isoflavone reductase                                   |
| 123801     | tRNA synthetase, class II                              |
| 81700      | Mannose-6-phosphate isomerase, type I                  |
| 111440     | Nucleolar GTPase/ATPase p130                           |
| 123805     | GTP cyclohydrolase II                                  |
| 123806     | G-protein coupled receptor                             |
| 111446     | Fungal transcriptional regulatory protein              |
| 111447     | Sulfatase                                              |
| 27939      | Major facilitator superfamily, Sugar transporter       |
| 111449     | Cerato-platanin                                        |
| 111451     | Peptidase                                              |
| 51967      | Translational termination                              |
| 69164      | Monocarboxylate transporter                            |
| 68941      | Glutathione S-transferase                              |
| 123809     | Major facilitator superfamily, Sugar transporter       |
| 81713      | Ribosomal protein                                      |
| 5633       | Predicted methyltransferase                            |
| 81716      | RNA-binding region RNP-1 (RNA recognition motif)       |
| 111466     | Fungal transcriptional regulatory protein              |
| 41942      | Asp/Glu racemase                                       |
| 111468     | Actin-repated protein Arp2                             |
| 81720      | Cyclin C-dependent kinase CDK8                         |
| 23263      | GTP-binding ADP-ribosylation factor Arf6 (dArf3)       |
| 69118      | Histone acetyltransferase SAGA associated factor SGF29 |
| 111476     | Peptidase                                              |
| 123818     | Xylasase, GH11                                         |
| 69061      | Predicted phosphoglycerate mutase                      |
| 69035      | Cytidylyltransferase                                   |
| 123820     | Aminotransferase, class IV                             |
| 68966      | Flavoprotein                                           |

|        |                                                                  |
|--------|------------------------------------------------------------------|
| 81730  | Electron transport                                               |
| 5645   | Gamma-glutamyltranspeptidase                                     |
| 68956  | D-aspartate oxidase                                              |
| 68924  | SAM-dependent methyltransferases                                 |
| 69066  | catalytic activity                                               |
| 123827 | Haem peroxidase                                                  |
| 69171  | Zinc-containing alcohol dehydrogenase                            |
| 111499 | Oxidoreductase activity                                          |
| 69115  | Dienelactone hydrolase                                           |
| 111502 | NADH-ubiquinone oxidoreductase B18 subunit                       |
| 23268  | Forkhead-associated                                              |
| 81742  | DNA-dependent RNA polymerase I                                   |
| 68972  | Major facilitator superfamily, sugar transporter                 |
| 68925  | Major facilitator superfamily, Synaptic vesicle transporter SVOP |
| 69055  | Isochorismatase hydrolase                                        |
| 69077  | Fungal transcriptional regulatory protein                        |
| 5656   | Major facilitator superfamily, sugar transporter                 |
| 123831 | Serine/threonine protein kinase                                  |
| 68973  | Metallophosphoesterase                                           |
| 111515 | Fungal specific transcription factor                             |
| 123832 | Molecular chaperone (DnaJ superfamily)                           |
| 5659   | mRNA splicing factor ATP-dependent RNA helicase                  |
| 52012  | Prolyl 4-hydroxylase, alpha subunit                              |
| 111523 | C-type lectin                                                    |
| 23271  | COPII vesicle protein                                            |
| 69123  | Mannan endo-1,6-alpha-mannosidase activity, GH76                 |
| 123837 | Actin and related proteins                                       |
| 5664   | Transcription factor                                             |
| 81757  | Histone acetyltransferase activity                               |
| 52021  | MEKK and related serine/threonine protein kinases                |
| 111536 | Folylpolyglutamate synthetase                                    |
| 69064  | Uncharacterized conserved protein                                |
| 111538 | Hemopexin                                                        |
| 68988  | Major facilitator superfamily                                    |
| 111541 | Glucose/ribitol dehydrogenase                                    |
| 69141  | amino acid transport                                             |
| 69122  | Fatty acid desaturase                                            |
| 23276  | VAMP-associated protein involved in inositol metabolism          |
| 69068  | Predicted ubiquitin regulatory protein                           |
| 123850 | Ribosomal protein 60S                                            |
| 68926  | Cdc42-interacting protein CIP4                                   |
| 5675   | Zn-finger, C2H2 type                                             |
| 68990  | Major facilitator superfamily                                    |
| 81783  | Serine proteinase inhibitor                                      |
| 111561 | Transcription factors                                            |

|        |                                                                   |
|--------|-------------------------------------------------------------------|
| 81785  | GTPase-activating protein                                         |
| 52050  | HSP90 co-chaperone CPR7/Cyclophilin                               |
| 111564 | D-Tyr-tRNA (Tyr) deacylase                                        |
| 123860 | Transcription factors                                             |
| 111567 | Zn-finger, C2H2 type                                              |
| 111569 | Myosin class II heavy chain                                       |
| 111570 | Glucose/ribitol dehydrogenase                                     |
| 52055  | NADP-dependent isocitrate dehydrogenase                           |
| 23287  | U1 snRNP complex                                                  |
| 81797  | Vesicle-mediated transport                                        |
| 111575 | Nuclear receptor coregulator SMRT/SMRTER                          |
| 69052  | Translin family protein                                           |
| 123865 | Peptidase                                                         |
| 81803  | Predicted member of the intramitochondrial sorting protein family |
| 81804  | Metallopeptidase                                                  |
| 69153  | Pantothenate kinase activity                                      |
| 69013  | Uncharacterized conserved protein                                 |
| 69081  | Glycolate oxidase                                                 |
| 68997  | TPR repeat                                                        |
| 23292  | Zinc-binding oxidoreductase                                       |
| 112271 | Chitin biosynthesis, Glycosyl transferase, family 2               |
| 70429  | Predicted dehydrogenase                                           |
| 70414  | Fungal transcriptional regulatory protein                         |
| 23415  | Amino acid transporters                                           |
| 70491  | Esterase/lipase/thioesterase                                      |
| 112283 | Dynactin, subunit p25                                             |
| 82351  | Mitogen-activated protein kinase                                  |

\* Annotations was performed using SEARCH to search for the protein ID of the *Trichoderma reesei* v.2.0 (<http://genome.jgi-psf.org/Trire2/Trire2.home.html>) of the Joint Genome Institute (JGI) database (<http://genome.jgi-psf.org/>) [25, 41].

# Supplementary material for: Trichoderma reesei meiosis generates segmentally aneuploid progeny with higher xylanase-producing capability
**Source:** Biotechnol Biofuels. 2015 Feb 25;8:30. doi: 10.1186/s13068-015-0202-6
**Supplement:** Additional file 7: Table S3. — Genomic PCR genotyping the four scaffolds (M, F, 33, X) in T. reesei wild isolates and industrial strains.

**Additional file 7: Table S3**

**Genomic PCR genotyping the four scaffolds (M, F, 33, X) in *T. reesei* wild isolates and industrial strains.**

| Wild isolate  | Origin            | Mating type   | PCR primers A + B (F) | PCR primers C+ D (X) | PCR primers C + B (33) | PCR primers A + D (M) | <i>re</i> |
|---------------|-------------------|---------------|-----------------------|----------------------|------------------------|-----------------------|-----------|
| CBS999.97     | French Guiana     | <i>MAT1-1</i> | +                     | +                    | -                      | -                     | +         |
| CBS999.97     | French Guiana     | <i>MAT1-2</i> | -                     | -                    | +                      | +                     | -         |
| QM6a          | Solomon Islands   | <i>MAT1-2</i> | -                     | -                    | +                      | +                     | -         |
| G.J.S. 86-404 | French Guiana     | <i>MAT1-1</i> | -                     | -                    | +                      | +                     | -         |
| G.J.S. 86-410 | French Guiana     | <i>MAT1-1</i> | -                     | -                    | +                      | -                     | -         |
| G.J.S. 84-473 | French Guiana     | <i>MAT1-1</i> | -                     | -                    | -                      | -                     | -         |
| G.J.S. 89-7   | Brazil Para       | <i>MAT1-2</i> | -                     | -                    | +                      | +                     | -         |
| G.J.S. 97-178 | Brazil Para       | <i>MAT1-2</i> | -                     | -                    | +                      | +                     | -         |
| G.J.S. 85-249 | Indonesia Celebes | <i>MAT1-1</i> | -                     | -                    | +                      | +                     | -         |
| G.J.S. 85-229 | Indonesia Celebes | <i>MAT1-2</i> | -                     | -                    | +                      | +                     | -         |
| G.J.S. 85-236 | Indonesia Celebes | <i>MAT1-2</i> | -                     | -                    | +                      | +                     | -         |
| G.J.S. 93-23  | New Caledonia     | <i>MAT1-2</i> | -                     | -                    | +                      | -                     | -         |
| QM9414        |                   | <i>MAT1-2</i> | -                     | -                    | +                      | +                     | -         |
| RUT-C30       |                   | <i>MAT1-2</i> | -                     | -                    | +                      | +                     | -         |

# Supplementary material for: Trichoderma reesei meiosis generates segmentally aneuploid progeny with higher xylanase-producing capability
**Source:** Biotechnol Biofuels. 2015 Feb 25;8:30. doi: 10.1186/s13068-015-0202-6
**Supplement:** Additional file 8: Table S4. — Sexual crossing of the non-CBS999.97 isolates.

**Additional file 8: Table S4****Sexual crossing of the non-CBS999.97 isolates.**

| Sexual crossing                                                                                              | Fruiting body |
|--------------------------------------------------------------------------------------------------------------|---------------|
| G.J.S. 86-410 (1-1, <i>wt</i> ; French Guiana) &<br>G.J.S. 89-7 (1-2, <i>wt</i> ; Brazil, Para)              | -             |
| G.J.S. 86-410 (1-1, <i>wt</i> ; French Guiana) &<br>G.J.S. 85-229 (1-2, <i>wt</i> ; Indonesia, Celebes)      | -             |
| G.J.S. 84-473 (1-1, <i>wt</i> ; French Guiana) &<br>G.J.S. 85-229 (1-2, <i>wt</i> ; Indonesia, Celebes)      | -             |
| G.J.S. 84-473 (1-1, <i>wt</i> ; French Guiana) &<br>G.J.S. 93-23 (1-2, <i>wt</i> ; New Caledonia)            | -             |
| G.J.S. 85-249 (1-1, <i>wt</i> ; Indonesia, Celebes) &<br>G.J.S. 85-229 (1-2, <i>wt</i> ; Indonesia, Celebes) | -             |
| G.J.S. 85-249 (1-1, <i>wt</i> ; Indonesia, Celebes) &<br>G.J.S. 85-236 (1-2, <i>wt</i> ; Indonesia, Celebes) | -             |
| G.J.S. 85-249 (1-1, <i>wt</i> ; Indonesia, Celebes) &<br>G.J.S. 93-23 (1-2, <i>wt</i> ; New Caledonia)       | -             |

# Supplementary material for: Trichoderma reesei meiosis generates segmentally aneuploid progeny with higher xylanase-producing capability
**Source:** Biotechnol Biofuels. 2015 Feb 25;8:30. doi: 10.1186/s13068-015-0202-6
**Supplement:** Additional file 10: Table S5. — Strains used in this study.

**Additional file 10: Table S5**  
**Strains used in this study.**

| Strain  | Description                                                                                                                   | References & remarks               |
|---------|-------------------------------------------------------------------------------------------------------------------------------|------------------------------------|
| WTH0005 | QM9414(1-2, <i>wt</i> )                                                                                                       | [22, 23]                           |
| WTH0007 | QM6a(1-2, <i>wt</i> )                                                                                                         | [36]                               |
| WTH0011 | CBS999.97(1-1, <i>re</i> )                                                                                                    | [27, 35]                           |
| WTH0013 | CBS999.97(1-2, <i>wt</i> ); E0-Euploidy (Figure 2)                                                                            | [27, 35]                           |
| WTH0249 | QM6a <i>tku70Δ</i> (1-2, <i>wt</i> )                                                                                          | [34]                               |
| WTH0270 | CBS999.97(1-1, <i>wt</i> )<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #1 of acsi III in Figure 1B)  | Figure 2B, S1 & S4D<br>Table 1 & 2 |
| WTH0271 | CBS999.97(1-1, <i>wt</i> )<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #2 of acsi III in Figure 1B)  | Figure 2B & S1                     |
| WTH0272 | CBS999.97(1-1, <i>wt</i> )<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #3 of acsi III in Figure 1B)  | Figure 2B & S1                     |
| WTH0273 | CBS999.97(1-1, <i>wt</i> )<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #4 of acsi III in Figure 1B)  | Figure 2B & S1                     |
| WTH0274 | CBS999.97(1-1, <i>re</i> )<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #5 of acsi III in Figure 1B)  | Figure 2B & S1                     |
| WTH0275 | CBS999.97(1-1, <i>wt</i> )<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #6 of acsi III in Figure 1B)  | Figure 2B & S1                     |
| WTH0276 | CBS999.97(1-1, <i>re</i> )<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #7 of acsi III in Figure 1B)  | Figure 2B & S1                     |
| WTH0277 | CBS999.97(1-1, <i>re</i> )<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #8 of acsi III in Figure 1B)  | Figure 2B & S1                     |
| WTH0278 | CBS999.97(1-2, <i>wt</i> )<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #9 of acsi III in Figure 1B)  | Figure 2B & S1                     |
| WTH0279 | CBS999.97(1-2, <i>wt</i> )<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #10 of acsi III in Figure 1B) | Figure 2B & S1                     |
| WTH0280 | CBS999.97(1-2, <i>wt</i> )<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #11 of acsi III in Figure 1B) | Figure 2B & S1                     |
| WTH0281 | CBS999.97(1-2, <i>wt</i> )<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #12 of acsi III in Figure 1B) | Figure 2B & S1                     |

|         |                                                                                                                               |                                    |
|---------|-------------------------------------------------------------------------------------------------------------------------------|------------------------------------|
| WTH0282 | CBS999.97(1-2, <i>re</i> )<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #13 of acsi III in Figure 1B) | Figure 2B, S1 & S4D<br>Table 1 & 2 |
| WTH0283 | CBS999.97(1-2, <i>re</i> )<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #14 of acsi III in Figure 1B) | Figure 2B & S1                     |
| WTH0284 | CBS999.97(1-2, <i>re</i> )<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #15 of acsi III in Figure 1B) | Figure 2B & S1                     |
| WTH0285 | CBS999.97(1-2, <i>re</i> )<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #16 of acsi III in Figure 1B) | Figure 2B & S1                     |
| WTH0250 | D1-SAN<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #1 of asci IV in Figure 1B)                       | Figure 2C                          |
| WTH0254 | D2-SAN<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #8 of asci IV in Figure 1B)                       | Figure 2C, 5, 6A, 6B & 7           |
| WTH0258 | N1-Euploidy<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #1 of asci I in Figure 1B)                   | Figure 2D                          |
| WTH0262 | D3-SAN<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #9 of asci I in Figure 1B)                        | Figure 2D, 5 & 7                   |
| WTH0266 | N2-Euploidy<br>An ascospore from sexual crossing WTH0011 with WTH0013 (ascospore #13 of asci I in Figure 1B)                  | Figure 2D, 7A & 7B                 |
| WTH0377 | D5-SAN<br>An ascospore from sexual crossing WTH0011 with WTH0013                                                              | Figure 5, 6A, 6B & 7               |
| WTH0608 | RUT-C30(1-2, <i>wt</i> )                                                                                                      | [21]                               |
| WTH0788 | QM6a <i>tmus53Δ</i> (1-2, <i>wt</i> )<br>A gift from Astrid R. Mach-Aigner                                                    | [33]                               |
| WTH1861 | CBS999.97 <i>tmus53Δ</i> (1-2, <i>wt</i> )                                                                                    | Figure S4D<br>Table 1              |
| WTH1869 | CBS999.97 <i>tmus53Δ</i> (1-1, <i>re</i> )                                                                                    | Figure S4D<br>Table 1              |
| WTH1889 | CBS999.97 <i>tmus53Δ</i> (1-2, <i>re</i> )                                                                                    | Figure S4D<br>Table 1              |
| WTH1942 | CBS999.97 <i>tmus53Δ</i> (1-1, <i>wt</i> )                                                                                    | Figure S4D<br>Table 1              |
| WTH2036 | CBS999.97 <i>tku70Δ</i> (1-1, <i>re</i> )                                                                                     | Figure S4D<br>Table 1              |
| WTH3815 | CBS999.97 <i>tku70Δ</i> (1-2, <i>re</i> )                                                                                     | Figure S4D                         |

|         |                                                                                                          |                              |
|---------|----------------------------------------------------------------------------------------------------------|------------------------------|
|         |                                                                                                          | Table 1                      |
| WTH3819 | CBS999.97 <i>tku70Δ</i> (1-1, <i>wt</i> )                                                                | Figure S4D<br>Table 1        |
| WTH3836 | CBS999.97 <i>tku70Δ</i> (1-2, <i>wt</i> )                                                                | Figure S4D<br>Table 1        |
| WTH4313 | CBS999.97 D2-RTU<br>WTH0254 cultured in MEA for over 34 days                                             | Figure 5, 6A, 6B,<br>6D & 7C |
| WTH4317 | CBS999.97 D5-RTU<br>WTH0377 cultured in MEA for over 34 days                                             | Figure 5, 6A, 6B<br>& 7C     |
| WTH4865 | CBS999.97(1-2)<br>An ascospore from sexual crossing WTH4313 with<br>WTH0013 (ascospore #1 in Fig 6D.)    | Figure 6D & E                |
| WTH4866 | CBS999.97(1-2)<br>An ascospore from sexual crossing WTH4313 with<br>WTH0013 (ascospore #2 in Figure 6D)  | Figure 6D                    |
| WTH4867 | CBS999.97(1-2)<br>An ascospore from sexual crossing WTH4313 with<br>WTH0013 (ascospore #3 in Figure 6D)  | Figure 6D                    |
| WTH4868 | CBS999.97(1-2)<br>An ascospore from sexual crossing WTH4313 with<br>WTH0013 (ascospore #4 in Figure 6D)  | Figure 6D                    |
| WTH4869 | CBS999.97(1-2)<br>An ascospore from sexual crossing WTH4313 with<br>WTH0013 (ascospore #5 in Figure 6D)  | Figure 6D & E                |
| WTH4870 | CBS999.97(1-2)<br>An ascospore from sexual crossing WTH4313 with<br>WTH0013 (ascospore #6 in Figure 6D)  | Figure 6D                    |
| WTH4871 | CBS999.97(1-2)<br>An ascospore from sexual crossing WTH4313 with<br>WTH0013 (ascospore #7 in Figure 6D)  | Figure 6D                    |
| WTH4872 | CBS999.97(1-2)<br>An ascospore from sexual crossing WTH4313 with<br>WTH0013 (ascospore #8 in Figure 6D)  | Figure 6D                    |
| WTH4873 | CBS999.97(1-1)<br>An ascospore from sexual crossing WTH4313 with<br>WTH0013 (ascospore #9 in Figure 6D)  | Figure 6D & E                |
| WTH4874 | CBS999.97(1-1)<br>An ascospore from sexual crossing WTH4313 with<br>WTH0013 (ascospore #10 in Figure 6D) | Figure 6D                    |
| WTH4875 | CBS999.97(1-1)<br>An ascospore from sexual crossing WTH4313 with<br>WTH0013 (ascospore #11 in Figure 6D) | Figure 6D                    |
| WTH4876 | CBS999.97(1-1)<br>An ascospore from sexual crossing WTH4313 with<br>WTH0013 (ascospore #12 in Figure 6D) | Figure 6D                    |
| WTH4877 | CBS999.97(1-1)                                                                                           | Figure 6D & E                |

|         |                                                                                                       |                          |
|---------|-------------------------------------------------------------------------------------------------------|--------------------------|
|         | An ascospore from sexual crossing WTH4313 with WTH0013 (ascospore #13 in Figure 6D)                   |                          |
| WTH4878 | CBS999.97(1-1)<br>An ascospore from sexual crossing WTH4313 with WTH0013 (ascospore #14 in Figure 6D) | Figure 6D                |
| WTH4879 | CBS999.97(1-1)<br>An ascospore from sexual crossing WTH4313 with WTH0013 (ascospore #15 in Figure 6D) | Figure 6D                |
| WTH4880 | CBS999.97(1-1)<br>An ascospore from sexual crossing WTH4313 with WTH0013 (ascospore #16 in Figure 6D) | Figure 6D                |
| WTH5089 | G.J.S. 86-404 (1-1, <i>wt</i> ; French Guiana)                                                        | [27]<br>Table 2, S3 & S4 |
| WTH5090 | G.J.S. 86-410 (1-1, <i>wt</i> ; French Guiana)                                                        | [27]<br>Table 2, S3 & S4 |
| WTH5091 | G.J.S. 84-473 (1-1, <i>wt</i> ; French Guiana))                                                       | [27]<br>Table 2, S3 & S4 |
| WTH5092 | G.J.S. 89-7 (1-2, <i>wt</i> ; Brazil, Para)                                                           | [27]<br>Table 2, S3 & S4 |
| WTH5093 | G.J.S. 97-178 (1-2, <i>wt</i> ; Brazil, Para)                                                         | [27]<br>Table 2, S3 & S4 |
| WTH5094 | G.J.S. 85-249 (1-1, <i>wt</i> ; Indonesia, Celebes)                                                   | [27]<br>Table 2, S3 & S4 |
| WTH5095 | G.J.S. 85-229 (1-2, <i>wt</i> ; Indonesia, Celebes)                                                   | [27]<br>Table 2, S3 & S4 |
| WTH5096 | G.J.S. 85-236 (1-2, <i>wt</i> ; Indonesia, Celebes)                                                   | [27]<br>Table 2, S3 & S4 |
| WTH5097 | G.J.S. 93-23 (1-2, <i>wt</i> ; New Caledonia)                                                         | [27]<br>Table 2, S3 & S4 |

How the deposited data were processed for this re-analysis (not part of the article)

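Copy number was measured by aCGH in the 16 ascospores of ascus III, a hexadecad with 16 viable ascospores, with 1 two-colour array per ascospore. The ascospores were grouped by the strain list of Table S5 into CBS999.97(1-1, *wt*) (ascospores 1 to 4), CBS999.97(1-1, *re*) (5, 7, and 8), CBS999.97(1-2, *wt*) (9 to 12), and CBS999.97(1-2, *re*) (13 to 16). The allele of ascospore 6 was left unsettled, because Table S5 and the linear groups of the text give different alleles, and both readings were tried. The legend of Figure S1 gives the genotyped ascus as asci IV and the results text as III, and the text was followed.

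The authors scanned Agilent arrays and deposited, for every spot, the signal intensity in each channel as Feature Extraction 10.5.1.1 gave it, with the background subtracted, spatial and multiplicative trends over the array removed, and the dyes scaled by a linear normalization. The log10 ratios as deposited were made by the authors' scanner software from these processed intensities, as log10 of progeny over reference. The authors also deposited a table of log2 ratios for the same arrays, whose values lay within 1e-05 of the log2 ratio of the processed intensities for all but 1 of 939040 values, which was 0.349 apart in ascospore 15. The methods of the paper describe arrays of another maker, other dyes for the test and the reference, and quantile normalization. The direction of the ratio was therefore taken from the dyes given for these arrays, progeny in Cy5 and reference in Cy3.

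From the deposited intensities, log2(progeny / reference) was computed for 58690 probes after 1319 control spots were left out, spots with an outlier flag (14 to 130 per array) were left out, and each array was centred on its median. Centring removes any change of the whole genome. A probe was counted as gained at 1.5 copies or more and as lost at 0.5 copies or fewer. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit with moderated variances, adjusted p under 0.05 by Benjamini-Hochberg). The fit of *re* against *wt* had the slide as a block. The linear groups were compared in a fit over all 16 ascospores, and the mating types in a fit with mating type alone, since slide and mating type coincide. Counts per ascospore were compared between mating types with an exact permutation test over the 12870 splits of 16 ascospores into 8 and 8, and the similarity of ascospores within linear groups with an exact test over 1225 regroupings within slides. The tests between mating types and the limma fits count each ascospore as independent, although the paper gives those of a linear group as genetically indistinguishable.

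The limma fits were tested on simulated data with the real probe means and spreads, in which 200 probes were changed by 0.1, 0.2, 0.5, or 1 on the log2 scale. With 8 ascospores against 7, 182 of 200 changes of 0.2 were called, with 8 against 8, 189 were called, and with 4 against 4, 146 and 145 were called. Of 200 changes of 0.1, 80 were called with 8 against 7 and with 8 against 8, but 0 and 2 with 4 against 4, so the comparisons of 4 with 4 could not see changes of that size. Changes of 0.5 were called at 200 of 200 probes in each comparison. The simulated noise was independent between probes, whereas ascospores 1, 2, and 3 carried a trend over the array.

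The median background-subtracted signal per array was between 3202 and 4766 in the progeny channel and between 989.3 and 1139 in the reference channel, and 0 probes were saturated. At most 1 probe per array in the reference and 3 in the progeny were not well above background. The number of arrays and the trend over the surface of some arrays both limit the precision of the group values.

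Alternatives fixed before the data were examined were normexp background correction (offset 50), loess within arrays, a filter on dim probes, the deposited table of log2 ratios, quantile normalization, either allele for ascospore 6, no slide block, a size threshold of 1 on the log2 scale, fits on 8 ascospores alone, and leaving out each ascospore in turn. Normexp was run on the median signals in place of the mean signals, because the scanner tables give a median signal and no mean signal for the reference channel. Alternatives added after the data were seen were keeping spots with an outlier flag, thresholds at a log2 ratio of 0.3 applied to single probes, subtraction of each probe's median over the 16 ascospores, and subtraction of the median over blocks of 8 by 8 spots of the deviations from the probe medians.

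The copy number of the D, S, L, and N segments, of genomic windows, of *mat1-2*, and of the genes that the paper names had been planned, each over the probes placed on it. These were not run, because 0 of the probe names were found among the 9116 genes of the reference gene table and the probes have no position. Counts of single probes over the whole array, chosen after the data were seen, took their place, with the number of probes that a segment would hold taken from the paper's gene counts under an even spread of probes over genes. The rule for genes named in the text, which was fixed before the data were examined, needed genes or positions, so the single probes whose values are given were chosen after their values were seen. They are described without their design numbers.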

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

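The tests of misprinting, dimness, normalization, slide, and locus for the 15 lost probes, of spot artefacts, of copy-number differences between ascospores 1, 2, and 3, and of spot position for the SD of ascospores 1 to 4 and of ascospore 14 were chosen only after the result was seen, as was the subtraction of the trend over neighbouring spots.

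A signal in probes that the paper does not report on was the loss of 15 probes in the *MAT1-1* ascospores. They were past the loss threshold in all *MAT1-1* ascospores in which they were measured and in no *MAT1-2* ascospore. Probes missing or misprinted on the slide of the *MAT1-1* ascospores would lower the reference signal too, but the reference signal of these probes was higher on that slide by a median of 0.12 on the log2 scale, while the progeny signal changed by a median of -3.19. Dimness would leave the reference near background, but 15 of the 15 probes had a reference signal well above background on all 16 arrays. Under normexp, loess, and quantile normalization, 15 of these 15 probes stayed lost in all 8 *MAT1-1* ascospores. All 8 *MAT1-1* ascospores lay on the first slide. The log2 ratios of the 15 probes differed between the slides, *MAT1-1* minus *MAT1-2*, by -7.25 to -1.91. Among the other probes called by limma between the mating types, the largest difference was -0.90. These values argue against an effect of the slide that probes share in general as the source of the 15 losses. An effect of the slide confined to the progeny signal of these probes cannot be told apart from mating type. A candidate explanation is that these probes lie in the *mat1-2* locus, which *MAT1-1* ascospores lack. It needs a reference that carries the sequences of these probes. The reference signal of 15 of the 15 probes was well above background on all 16 arrays. Their median log2 ratio was -0.02 ± 0.02 (SD, n = 8) in the *MAT1-2* ascospores. These values argue against a reference that lacks the sequences of these 15 probes. The labels of these arrays name the reference only as the parental wild type, while the paper's results text and methods give CBS999.97(1-2, *wt*) as its reference. The losses followed the mating type (exact permutation test, p = 0.000155, the smallest that 8 against 8 allow), but no probe could be placed, so this stays open.

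In ascospore 5, 17 probes were lost, while the other *MAT1-1* ascospores had 14 or 15. The 2 extra probes lie on neighbouring spots, in rows 308 and 309 of the array. With spots that carry an outlier flag kept, 9 spots outside the 15 shared probes were past the loss threshold, in ascospores 1, 5, 7, and 14. A loss of progeny DNA would lower the progeny signal, but in 9 of these 9 spots the reference signal was raised and the progeny signal was not lowered. At the 2 spots of ascospore 7, the progeny signal was raised too, by 2.98 and 2.54 on the log2 scale, and the reference signal by 4.57 and 4.01. These values go with a spot artefact that raised the reference signal more than the progeny signal and was not confined to the reference channel.

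The mean correlation of ascospore 1 with the other ascospores of its slide was 0.635, far below the other *MAT1-1* ascospores, and the SD of the log2 ratio of ascospore 4, 0.139, was far below those of ascospores 1, 2, and 3 (0.164, 0.168, and 0.169). Across probes, which are not independent replicates, the correlation was 0.400 between ascospores 1 and 2 and 0.446 between ascospores 1 and 3, while the lowest among ascospores 4 to 8 was 0.928. A dye bias that depends on intensity is argued against, because after loess within arrays the lower of the correlations of ascospore 1 with 2 and 3 was 0.367. Copy-number differences of the extent of a D segment are argued against as well, because 0 probes in ascospore 1 were apart from the mean of ascospores 2 and 3 by 1 or more on the log2 scale. The largest difference was 0.79, and 10 probes were apart by the gain threshold or more (2 after the trend over neighbouring spots was subtracted), so changes at a few probes stay open. Blocks of 8 by 8 neighbouring spots accounted for 85.1% of the variance of the difference between ascospores 1 and 2, and for 18.8% of that between ascospores 9 and 10. After the trend over neighbouring spots was subtracted, the correlations of ascospore 1 with ascospores 2 and 3 were 0.879 and 0.853. These values are consistent with a trend over the surface of the arrays as the source of the low correlations. For the SD, the mean of ascospores 1 to 3 was then 0.00514 above ascospore 4, but this mean is over values on both sides of it (0.134, 0.146, and 0.151 in ascospores 1, 2, and 3, and 0.139 in ascospore 4), so whether the trend accounts for the whole gap in SD stays open. The array position does not order the probes by their shared effects, since the correlation of neighbouring spots was 0.863 for the difference between ascospores 1 and 2 and 0.0112 for the probe medians over the 16 ascospores. No biological explanation other than copy number was tested.

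The SD of the log2 ratio of ascospore 14 was 0.135, above the other *MAT1-2* ascospores (0.112 to 0.122). Neither the trend over neighbouring spots nor an intensity-dependent dye bias removed the gap to the next highest *MAT1-2* ascospore, which was 0.0130 after the trend was subtracted and 0.00990 after loess within arrays. What raised the spread of this array stays open, and no biological explanation was tested.

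Ascospore 4 had 46 spots with an outlier flag, while ascospores 1, 2, and 3 had 20, 23, and 23. Damage to one part of the array would place these spots side by side. Of the 46 spots, 30.4% lay within 2 rows and 2 columns of another, against a median of 0% for as many spots drawn at random (one-sided permutation test, p = 5e-04, the smallest that 2000 draws can give). Local damage may therefore account for part of these spots, and the rest stays open. No biological explanation was tested.

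A sample lay apart from the rest of its group in 5 of the 32 groups whose values were not all the same, and chance gives about 1 in 20. The measures share the same arrays, so these groups are not independent.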

How the results depend on the processing

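The alternatives named in the processing summary as added after the data were seen, and every alternative for the counts of single probes past a threshold, were chosen only after the results were seen.

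The comparison of *re* with *wt* ascospores gave 0 probes under each of its 11 alternatives, which include ascospore 6 as *wt* or *re*, no slide block, normexp, loess, quantile normalization, and subtraction of the trend over neighbouring spots. At an unadjusted p under 0.05 it gave between 3311 and 6472 probes over the ways of computing the log2 ratio. Chance cannot be excluded for this comparison, because 37 of 100 splits of the 15 ascospores gave as many probes at an unadjusted p under 0.05. The real count of calls was 0, so all 100 of 100 splits gave as many by construction, which tells nothing about chance.

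Between ascospores 1 to 4 and 5 to 8, the count was 0 except when ascospores were left out. Without each ascospore in turn it ranged from 0 to 6583, and the 6583 came without ascospore 1. With the trend over neighbouring spots subtracted as well it ranged from 0 to 1, and the 1 came without ascospore 3. Between ascospores 9 to 12 and 13 to 16, leaving out each ascospore gave 0 throughout, and with the trend subtracted 0 to 2, where the 2 came without ascospore 15. At an unadjusted p under 0.05, ascospores 9 to 12 against 13 to 16 gave 1729 probes, but 5427 with normexp and 5953 with the trend subtracted, above the 2934 by chance, and the cause was not tested. Leaving out an ascospore in turn was not an alternative for the comparisons of 7 or 8 ascospores per group.

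The number of probes called between *MAT1-1* and *MAT1-2* ascospores, 296 (184 higher and 112 lower in *MAT1-1*), depended on the processing. It was 77 with loess within arrays (27 higher and 50 lower), 96 with quantile normalization (46 higher and 50 lower), 330 with normexp (92 higher and 238 lower), and 6633 with the trend over neighbouring spots subtracted (3931 higher and 2702 lower). The balance of higher and lower calls therefore depends on the scaling, and whether single probes changed direction was not tested. With a log2 difference of at least 1 required, it was 15, all lower in *MAT1-1*. After the trend was subtracted, 6364 of the 6633 calls were under 0.1 in size and 15 were 1 or more, and the 296 probes were all called again. The cause of the moves under loess and quantile normalization was not tested.

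The similarity of ascospores within a linear group, the mean correlation within groups minus that between the groups of a slide, was -0.000611 and reversed to 0.00303 with normexp and to 0.00538 with the trend over neighbouring spots subtracted. It was past the test's threshold under none of its 8 alternatives, and the cause of the reversals was not tested. The alternative that kept only probes called in neither comparison of linear groups removed no probe, because 0 were called, so it tells nothing.

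The number of probes past the gain threshold, a median of 23 per ascospore, was 214 with normexp (153 to 375), 8.5 with loess (3 to 21), 11 after rounding with quantile normalization (3 to 24), 882 with thresholds of 0.3 (568 to 1568), and 0 after subtraction of each probe's median over the 16 ascospores (0 to 1). That median mixes the groups, so this subtraction also hides a gain of 1 copy carried by 8 of the 16 ascospores. A threshold of 0.3 lies closer to the median, so more probes pass it by construction, and with it 0 of the 16 ascospores had fewer gains and losses than a D and an L segment would hold. All 16 had fewer under each of the other ways of computing the log2 ratio that were run. The number of lost probes per *MAT1-1* ascospore, a median of 15, was 686 with thresholds of 0.3. The total over the *MAT1-2* ascospores, 0, was 1 with spots that carry an outlier flag kept, 14 with normexp, and 4901 with thresholds of 0.3. The difference in lost probes between the mating types, 15, was 303.1 with thresholds of 0.3 and no longer past the threshold of the exact permutation test (p = 0.0662), while it stayed past it under the other 8 alternatives. The number of probes lost in all 8 *MAT1-1* ascospores and in no *MAT1-2* ascospore was 15 to 21 over its 9 alternatives.

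The filter on dim probes removed 1 of 58690 probes and the deposited table of log2 ratios differed in 1 value, so these alternatives tell nothing about stability. Signal over background limits few values, since at most 3 probes per array were not well above background, but it limits the size of the largest losses. The alternatives planned for the copy number of the D, S, L, and N segments, for the comparisons of these segments between *re* and *wt*, for genomic windows, and for *mat1-2* were not run, because the probes could not be placed. No paired analysis was possible because each ascospore has its own replicate number and the groups share none.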

Other observations

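The tests of segregation, of the slide for small differences by mating type, of the probe effect shared by all arrays, and of the spread without the lost probes or from the median absolute deviation were chosen only after the result was seen, as was the subtraction of the trend over neighbouring spots.

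Between the *MAT1-1* and *MAT1-2* ascospores, 296 of 58690 probes were called by limma (10087 at an unadjusted p under 0.05, where 2934 would be by chance). Of 100 splits of the 16 ascospores into 8 and 8, only 1, the real one, gave as many calls. This argues against chance among ascospores counted as independent. The paper gives the ascospores of a linear group as genetically indistinguishable, so the splits do not exclude chance between independent products of meiosis. The real split is also the split by slide. Of the 296 probes, 117 differed by under 0.1 on the log2 scale, 138 by 0.1 to 0.2, 19 by 0.2 to 0.5, 7 by 0.5 to 1, and 15 by 1 or more. Among the 7 of intermediate size, 5 were lower and 2 were higher in *MAT1-1*. The probes given here were chosen after their values were seen. At the 2 lower ones with the largest differences the log2 ratio was -0.85 ± 0.03 (SD, n = 8) in *MAT1-1* and 0.05 ± 0.04 (SD, n = 8) in *MAT1-2*, and -0.91 ± 0.04 and -0.09 ± 0.03, which is 0.555 and 0.532 copies in *MAT1-1*, short of the loss threshold. In each, all 8 *MAT1-1* ascospores lay below all 8 *MAT1-2* ascospores. At one of the 2 higher probes the log2 ratio was 0.68 ± 0.06 (SD, n = 8) in *MAT1-1* and 0.02 ± 0.04 (SD, n = 8) in *MAT1-2*, and at the other it was 0.50 ± 0.05 and -0.07 ± 0.05. In both, all 8 *MAT1-1* ascospores lay above all 8 *MAT1-2* ascospores.

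The 4 linear groups of an ascus can separate in pairs in 3 ways, of which mating type is 1. Sequence differences between the parents that are spread over the genome would also separate in the other ways. In 1 model with all 3, 204 probes were called by mating type and 0 over the other patterns (3880 and 1037 at an unadjusted p under 0.05). After the trend over neighbouring spots was subtracted it was 6865 and again 0 (6889 and 1715). The 0 calls argue against spread differences large enough to be called as the cause of the calls by mating type. The 3880 and 6889, for groups 2 and 4 against 1 and 3, were above the 2934 that chance gives on average. This contrast is nearly that of *re* with *wt*. There, before the trend was subtracted, 37 of 100 splits gave at least the real count of 3311. An excess over 2934 therefore does not by itself exclude chance. Smaller spread differences stay open. Differences linked to the mating-type locus stay open. For the 274 called probes that differed by under 0.5, the slide is a candidate explanation. The labels give the parental wild type as the reference on both slides, but whether the same reference DNA was used on both was not tested. In 31.0% of these probes (95% Clopper-Pearson interval 25.6% to 36.9%) the reference signal differed more than the progeny signal, close to the 36.2% among probes not called. If the reference DNA was the same, these values go with differences between the slides. The interval covers sampling of probes only.

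The SD of the log2 ratio was 0.151 ± 0.0131 (SD, n = 8) in *MAT1-1* and 0.120 ± 0.00724 (SD, n = 8) in *MAT1-2* ascospores (two-sided exact permutation test, p = 0.000155, the smallest possible), but much of this difference comes from the 15 lost probes. Without them, the SD was 0.135 ± 0.0142 (0.121 to 0.154) in *MAT1-1* and 0.120 ± 0.00724 (0.112 to 0.135) in *MAT1-2* ascospores (exact permutation test, p = 0.0141), and the SD from the median absolute deviation over all probes was 0.124 ± 0.0184 and 0.104 ± 0.00793 (exact permutation test, p = 0.0123), so the mating types overlap in both. With the trend over neighbouring spots subtracted as well, the SD without the lost probes was 0.125 ± 0.00553 and 0.119 ± 0.00701 (exact permutation test, p = 0.0718). Each slide holds only 1 mating type, so slide and mating type cannot be told apart for what remains.

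Of the 96 probes past the gain threshold in at least 1 ascospore, 17 were past it in 8 or more and 12 by their median over the 16 ascospores. A labelling effect of the probe that all arrays share would raise it in all 4 linear groups, whereas a gain in some groups would lie above the lowest of the 4 group medians. The most gained probes in any ascospore that lay above that median by the gain threshold or more was 2, which is consistent with such a labelling effect for most of the gained probes. It cannot account for the 1 probe past the threshold in all 8 *MAT1-1* and in no *MAT1-2* ascospore, for which slide and mating type stay open. A gain shared by all 16 ascospores and absent from the reference would look like the labelling effect and stays open too.

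The paper reports from genomic PCR that each linear group holds 4 genetically indistinguishable ascospores. On the arrays, the mean correlation across probes was 0.867 within linear groups and 0.868 between the groups of a slide (exact permutation test over 1225 regroupings, two-sided p = 0.995), so the linear groups could not be told from other groupings of the same slide at this precision. Between ascospores 1 to 4 and 5 to 8, 12 of 35 splits gave as many probes at an unadjusted p under 0.05 by limma as the real one (2976), and between ascospores 9 to 12 and 13 to 16, 2 of 35 did (1729), so chance can be excluded for neither count. The calls were 0 in both, so 35 of 35 splits gave as many by construction in each, which tells nothing about chance.

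Without ascospore 1, 6583 probes were called between ascospores 2 to 4 and 5 to 8, of which 4630 were higher in ascospores 5 to 8. Copy-number differences between the linear groups are argued against, because 0 of these probes differed by the gain threshold or more. After the trend over neighbouring spots was subtracted, 0 probes were called without ascospore 1, which is consistent with the position of the spots on the array as the source of these calls. In the fit with ascospore 1, which carries the opposite trend, the spread within ascospores 1 to 4 is wide.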
